# Tgfb3 collaborates with PP2A and notch signaling pathways to inhibit retina regeneration

**DOI:** 10.7554/eLife.55137

**Published:** 2020-05-12

**Authors:** Mi-Sun Lee, Jin Wan, Daniel Goldman

**Keywords:** muller glia, stem cell, Tgfb, Smad, PP2A, notch, Zebrafish

## Abstract

Neuronal degeneration in the zebrafish retina stimulates Müller glia (MG) to proliferate and generate multipotent progenitors for retinal repair. Controlling this proliferation is critical to successful regeneration. Previous studies reported that retinal injury stimulates pSmad3 signaling in injury-responsive MG. Contrary to these findings, we report pSmad3 expression is restricted to quiescent MG and suppressed in injury-responsive MG. Our data indicates that Tgfb3 is the ligand responsible for regulating pSmad3 expression. Remarkably, although overexpression of either Tgfb1b or Tgfb3 can stimulate pSmad3 expression in the injured retina, only Tgfb3 inhibits injury-dependent MG proliferation; suggesting the involvement of a non-canonical Tgfb signaling pathway. Furthermore, inhibition of Alk5, PP2A or Notch signaling rescues MG proliferation in Tgfb3 overexpressing zebrafish. Finally, we report that this Tgfb3 signaling pathway is active in zebrafish MG, but not those in mice, which may contribute to the different regenerative capabilities of MG from fish and mammals.

## Introduction

Blinding eye diseases like macular degeneration, glaucoma, and diabetic retinopathy result in retinal neuron death which leads to vision loss. Unlike mammals, zebrafish have a remarkable ability to regenerate neurons that were lost due to injury or disease (Goldman, 2014; Lenkowski and Raymond, 2014; Wan and Goldman, 2016). Key to this regenerative response are Müller glia (MG) the major glial cell type in the retina of both fish and mammals. The normal function of MG is to maintain retinal structure and homeostasis (Bringmann et al., 2009; MacDonald et al., 2015; Reichenbach and Bringmann, 2013). However, in fish, MG respond to retinal injury by dividing and generating multipotent progenitors for neuron regeneration (Bernardos et al., 2007; Fausett and Goldman, 2006; Fimbel et al., 2007; Powell et al., 2016; Ramachandran et al., 2010b; Raymond et al., 2006).

Although it is not known why MG from fish and mammals respond differently to retinal injury, it likely results from differences in their environment and intrinsic differences that are reflected in their gene expression programs. Unlike mammals, the zebrafish retina continues to grow throughout life and this growth-permissive environment may impact MG’s potential to mount a regenerative response (Hitchcock and Raymond, 2004). Zebrafish MG themselves also appear to contribute to a pro-regenerative environment by releasing growth factors and cytokines after retinal injury (Calinescu et al., 2009; Kaur et al., 2018; Nelson et al., 2013; Ramachandran et al., 2011; Wan et al., 2012; Wan et al., 2014; Zhao et al., 2014). Dying neurons and immune cells may also contribute to the pro-regenerative MG niche in fish. In addition to niche factors, intrinsic differences in gene expression programs in MG from fish and mammals have been noted (Sifuentes et al., 2016). In fish, Ascl1a and Lin28a are critical factors promoting MG reprogramming and proliferation (Elsaeidi et al., 2018; Fausett et al., 2008; Gorsuch et al., 2017; Mitra et al., 2018; Mitra et al., 2019; Ramachandran et al., 2010a; Ramachandran et al., 2011). *ascl1a* and *lin28a* RNAs are highly induced in MG following injury to the fish retina, while their homologs remain undetectable in the injured mouse retina (Elsaeidi et al., 2018; Karl et al., 2008). However, forced expression of Ascl1, along with HDAC inhibition or Lin28a expression can stimulate a limited proliferative response by MG in the injured mouse retina (Elsaeidi et al., 2018; Jorstad et al., 2017).

Another intrinsic difference between MG from fish and mammals is Notch signaling. In mice, Notch signaling declines as MG differentiate and mature; while in fish, Notch signaling is maintained into adulthood (Bernardos et al., 2005; Dorsky et al., 1995; Elsaeidi et al., 2018; Furukawa et al., 2000; Nelson et al., 2011; Wan and Goldman, 2017; Wan et al., 2012). The maintenance of Notch signaling in MG of the adult zebrafish retina contributes to MG quiescence and Notch suppression is required for MG proliferation (Conner et al., 2014; Elsaeidi et al., 2018; Taylor et al., 2015; Wan and Goldman, 2017; Wan et al., 2012). Furthermore, the opposing actions of Fgf8a on MG proliferation in juvenile and adult fish is correlated with corresponding changes in Notch signaling activity (Wan and Goldman, 2017). Thus, Notch signaling is a major control point in the decision to proliferate or remain quiescent and understanding how Notch signaling is regulated in the zebrafish retina will help reveal mechanisms underlying MG’s decision to mount a regenerative response.

In addition to Notch signaling, Tgfb signaling has been implicated in regulating injury-dependent MG proliferation in the zebrafish retina (Conedera et al., 2020; Lenkowski et al., 2013; Sharma et al., 2019; Sharma et al., 2020; Tappeiner et al., 2016). However, there are inconsistencies among these reports with some suggesting it is inhibited in proliferating MG (Lenkowski et al., 2013; Sharma et al., 2019) and others suggesting it is activated in these cells (Conedera et al., 2020; Sharma et al., 2020; Tappeiner et al., 2016). Although most of the above studies suggest Tgfb signaling inhibits MG proliferation, one study suggests it is necessary for injury-dependent MG proliferation (Sharma et al., 2020). Besides these inconsistencies, the endogenous ligand responsible for stimulating Tgfb signaling and the downstream signaling components responsible for regulating MG proliferation remain unknown.

In zebrafish, Tgfb ligands are encoded by four genes: *tgfb1a*, *tgfb1b*, *tgfb2*, and *tgfb3*. Canonical Tgfb signaling occurs when a Tgfb ligand engages a type II receptor that recruits type I (Alk5) receptor to stimulate phosphorylation of Smad2 and Smad3, which stimulates their nuclear import and allows for regulation of target genes (Shi and Massagué, 2003). Non-canonical Tgfb signaling refers to receptors that engage Erk, Jnk, p38, or protein phosphatase 2A (PP2A)-dependent pathways (Derynck and Zhang, 2003; Petritsch et al., 2000). Identification of the specific Tgfb ligands mediating retina regeneration in fish and unravelling their mechanism of action are critical for understanding how the Tgfb signaling pathway regulates MG proliferation and retina regeneration.

Here we provide evidence indicating Tgfb3 controls MG quiescence via a non-canonical Tgfb signaling pathway. Of all Tgfb ligand encoding genes, we find *tgfb3* expression is uniquely restricted to quiescent MG in the adult zebrafish retina. Following retinal injury, this expression is suppressed at the injury site. Using transgenic fish that allow for conditional expression of Tgfb3, we show that *tgfb3* suppression is necessary for injury-dependent MG proliferation. Interestingly, our studies reveal a specificity in the actions of Tgfb ligands on MG proliferation with Tgfb3, but not Tgfb1b, stimulating MG quiescence. Our studies suggest PP2A and Notch signaling pathways act downstream of Tgfb3. Furthermore, we report that Tgfb3 stimulates pSmad3 expression in the injured retina; however, pSmad3 expression is not sufficient to drive MG quiescence. Finally, we report that the Tgfb3 expression is not detectable in mouse MG, and this may contribute to their poor regenerative potential.

## Results

### pSmad3 signaling is suppressed in injury-responsive MG

pSmad3 immunofluorescence was used to detect canonical Tgfb signaling in the uninjured retina of *gfap:GFP* transgenic fish. This analysis revealed that pSmad3 expression was restricted to GFP+ MG (Figure 1A). Importantly, this expression was suppressed when fish were immersed in water containing the Tgfb receptor 1 (Alk5) kinase inhibitors SB431542 or SB505124 (Figure 1—figure supplement 1A; Vogt et al., 2011).

**Figure 1.**
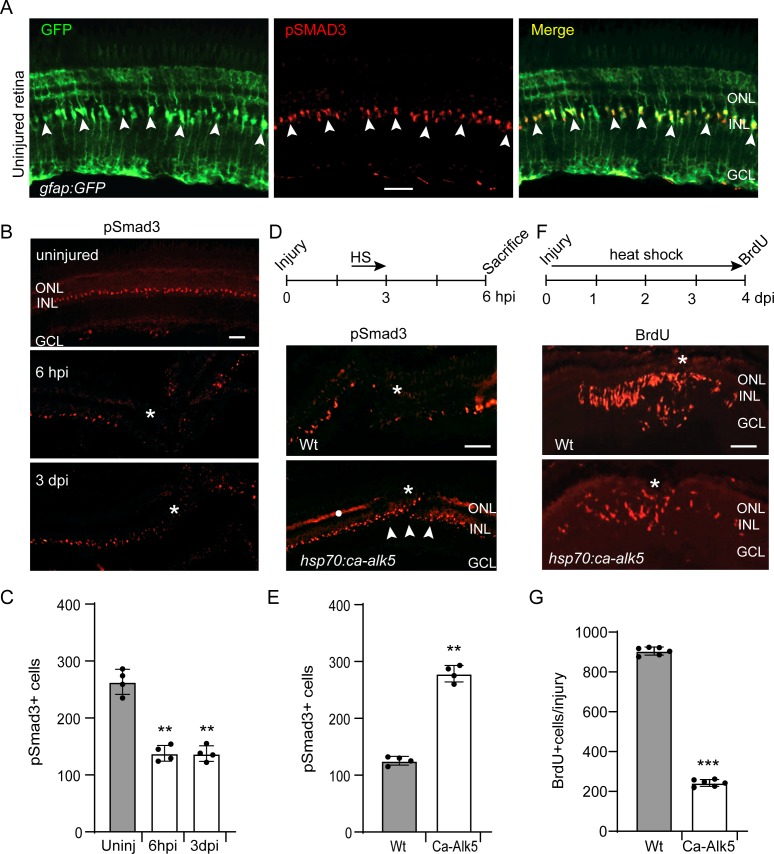
pSmad3 expression in the uninjured and injured retina. (**A**) Retinal section from uninjured *gfap:GFP* fish retina with GFP (green) and pSmad3 (red) immunofluorescence. Arrowheads point to pSmad3 expressing MG. (**B**) pSmad3 immunofluorescence in uninjured and needle poke injured retina. Asterisk marks injury site. (**C**) Quantification of data shown in (**B**). (**D**) Top diagram shows time line for heat shock treatment after injury and when fish were sacrificed. Bottom panels show pSmad3 immunofluorescence in injured and heat shock-treated Wt and *hsp70:ca-Alk5* transgenic fish. Asterisk marks the injury site and arrowheads point to recovery of pSmad3 expression at the injury site in heat shock-treated *hsp70:ca-alk5* transgenic fish. White dot in lower panel marks non-specific autofluorescence in the photoreceptor layer. (**E**) Quantification of data shown in (**D**). (**F**) Top diagram is time line for experiment illustrating injury, heat shock treatment and BrdU labelling prior to sacrifice. Lower panels show BrdU immunofluorescence in Wt and *hsp70:ca-alk5* fish. Asterisk marks the injury site. (**G**) Quantification of data presented in (**F**). Error bars are SD. **p<0.01, ***p<0.001. Scale bar is 50 microns.

**Figure 1—figure supplement 1.**
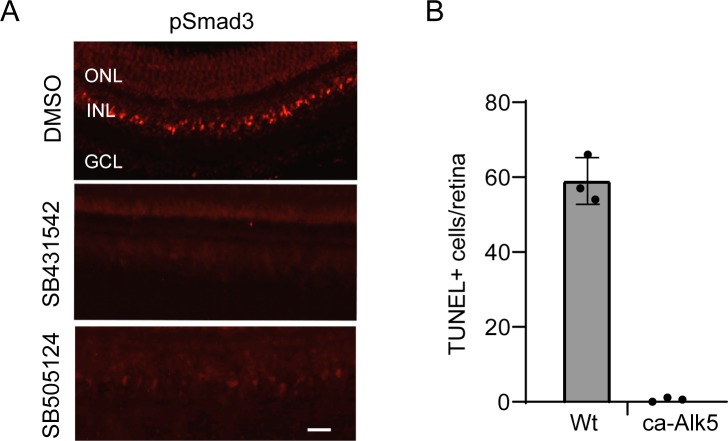
Alk5-dependent pSmad3 expression. (**A**) Inhibition of Tgfb receptor kinase activity suppresses pSmad3 expression. Two different Alk5 kinase inhibitors were tested. pSmad3 immunofluorescence is shown on retinal sections from uninjured fish retina. (**B**) Quantification of TUNEL+ cells at the site of retinal injury in heat shock-treated Wt and *hsp70:ca-Alk5* fish. Scale bar is 50 microns. Error bars are SD.

We next investigated if pSmad3 expression was regulated by retinal injury. A needle poke was used to cause a focal injury (Fausett and Goldman, 2006). This manipulation stimulated a rapid depletion in pSmad3 expression at the injury site (Figure 1B–C), which was rescued after heat shock of *hsp70:ca-Alk5* transgenic fish that express a constitutively active Tgfb receptor 1 (ca-Alk5, T204D) under the control of a *hsp70* heat shock promoter (Figure 1D–E; Wieser et al., 1995; Zhou et al., 2011). Furthermore, forced expression of ca-Alk5 inhibited injury-dependent MG proliferation (Figure 1F–G). However, when TUNEL stain was used to identify apoptotic cells, very few TUNEL+ cells were identified (Figure 1—figure supplement 1B). Thus, the reduced injury-dependent MG proliferation noted with ca-Alk5 overexpression may reflect increased pSmad signaling and/or reduced cell death. Regardless, these data indicate that Tgfb signaling via pSmad3 expression correlates with MG proliferation in the injured retina.

#### *tgfb3* expression correlates with injury-dependent pSmad3 expression

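RNAseq libraries were made from GFP+ cells purified by FACS from adult zebrafish retinas. Müller glia (MG) are the radial glia of the retina, and in zebrafish they divide after an injury and give rise to progenitors. The deposited data hold 6 libraries in 3 groups, with 2 libraries each from uninjured retinas, from injured retinas at 2 days post injury (dpi), and from injured retinas at 2 dpi treated with a morpholino against apobec2a and apobec2b. The paper does not report on the knockdown group. The paper states that the injured cells came from fish of a tuba1a:GFP line, whereas the sample labels give gfap:GFP for all 6 libraries, and the column names of the injured group refer to a control morpholino. The libraries of a group are called a and b here, since the columns carry no replicate number that matches the labels.

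The authors deposited fragments per kilobase of transcript, scaled to the mapped fragments of the library (FPKM), for each gene and library, rounded to 0.01. The depth of the libraries cannot be read from FPKM, and 6 further per-library columns of the table were not used, so no depth is given. The FPKM of a library summed to 985941 and 975192 in uninjured libraries a and b, 1128958 and 1171101 in injured libraries a and b, and 946401 and 962887 in knockdown libraries a and b. The row with the highest FPKM, AC024175.9, named after its values were seen, took 22.8% and 22.1% of the FPKM in the uninjured libraries and 19.3% and 21.1% in the injured ones. Rows of one symbol were summed, which gave 27152 symbols from 30689 gene rows. On the log2(FPKM + 1) scale, the 2 uninjured libraries had a Pearson correlation of 0.965 across 16116 genes and the 2 injured libraries one of 0.967 across 16927 genes, which are not independent replicates.

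The a and b libraries differ in the values listed for 5S rRNA rows. Among 5S rRNA rows above 0, the median was 20.9, 19.8 and 26.4 FPKM in the a libraries of the uninjured, injured and knockdown groups and 0.94, 0.78 and 0.51 FPKM in the b libraries. In the same order of groups, 5, 3 and 0 rows lay above 0 and under 1 FPKM in the a libraries. In the b libraries 115, 127 and 179 rows did. In the limma fit of knockdown against injured MG, described below, the summed 5S rRNA rows had a log2 standard error of 0.234. The summed level thus differed less between those libraries than the medians. Each group holds a library of each kind.

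Uninjured and injured MG were compared with limma on log2(FPKM + 1), over the 16849 genes with at least 1 FPKM in at least 2 of the 4 libraries, with Benjamini-Hochberg adjustment. If the injured cells came from the tuba1a:GFP line or had a control morpholino, injury cannot be separated from these differences. Changes given as following injury are thus differences between these 2 groups. A fold change on this scale understates the change of genes with low FPKM, and an exact 0 can be a failed estimate.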

To identify injury-responsive Tgfb ligands that might regulate pSmad3 signaling in the retina, we interrogated RNAseq data sets from MG and MG-derived progenitors that were isolated from uninjured *gfap:GFP* and injured *1016 tuba1a:GFP* transgenic fish retinas, respectively (Fausett and Goldman, 2006; Kassen et al., 2007). This analysis indicated constitutive and low expression of *tgfb1a*; injury-dependent induction of *tgfb1b* and *tgfb2*; and injury-dependent suppression of *tgfb3* (Figure 2A). qPCR was used to validate the RNAseq data (Figure 2B–C; Figure 2—figure supplement 1A). 

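The authors' table lists tgfb1a on chromosome 15 from 2771165 to 2795128, tgfb1b on chromosome 21 from 20508235 to 20517022, tgfb2 on chromosome 16 from 3344350 to 3411485 and tgfb3 on chromosome 17 from 52587614 to 52620507, with the genome build not stated. Each gene has a row of its own. tgfb1a RNA was at 2.91 ± 1.26 FPKM (SD, n = 2 libraries) in uninjured MG and 2.04 ± 0.77 FPKM (SD, n = 2) at 2 dpi. Its log2 fold change was -0.35 (standard error 0.30, adjusted p = 0.387 from limma), smaller than the spread between its libraries, and its FPKM fell to 0.39 times the uninjured value between the a libraries and rose to 1.28 times between the b libraries. tgfb1b RNA was listed at 0.42 FPKM in each uninjured library and rose to 4.60 ± 0.34 FPKM (SD, n = 2), a log2 fold change of 1.98 (standard error 0.10, adjusted p = 8.26e-04 from limma). The alternative that moved the log2 fold change of tgfb1b most was a pseudocount of 0.1 in place of 1, which gave 3.17. The FPKM of tgfb1b rose 10.4-fold between the a libraries and 11.5-fold between the b libraries. tgfb2 RNA rose from 2.66 ± 0.26 to 11.2 ± 0.16 FPKM (SD, n = 2 each), with a log2 fold change of 1.75 (standard error 0.10, adjusted p = 0.00107 from limma). tgfb3 RNA fell from 77.0 ± 2.65 to 17.5 ± 1.49 FPKM (SD, n = 2 each), with a log2 fold change of -2.08 (standard error 0.11, adjusted p = 8.46e-04 from limma), and to 0.22 and 0.23 times the uninjured value between the a and the b libraries. With each library left out in turn, the log2 fold change of tgfb3 stayed between -2.16 and -2.00 and that of tgfb2 between 1.67 and 1.82. An exact permutation test of 2 libraries against 2 cannot go below p = 0.333, so the adjusted p values rest on the variance that limma shares across genes. In the same libraries marker genes of microglia or macrophages rose, marker genes of rods fell, and of 8 Müller glia marker genes 5 were lower and 3 higher after injury. The paper reads from these data that tgfb1a is constitutive and low, that tgfb1b and tgfb2 are induced by injury and that tgfb3 is suppressed.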

Injury-dependent reduction in *tgfb3* RNA was also evident following NMDA-mediated amacrine and ganglion cell death or genetic ablation of photoreceptors using metronidazole-treated *zop:nsfb-EGFP* transgenic fish that harbor a zebrafish rod opsin promoter driving expression of bacterial nitroreductase that converts metronidazole into a cytotoxic product (Figure 2—figure supplement 1B; Montgomery et al., 2010; Powell et al., 2016).

**Figure 2.**
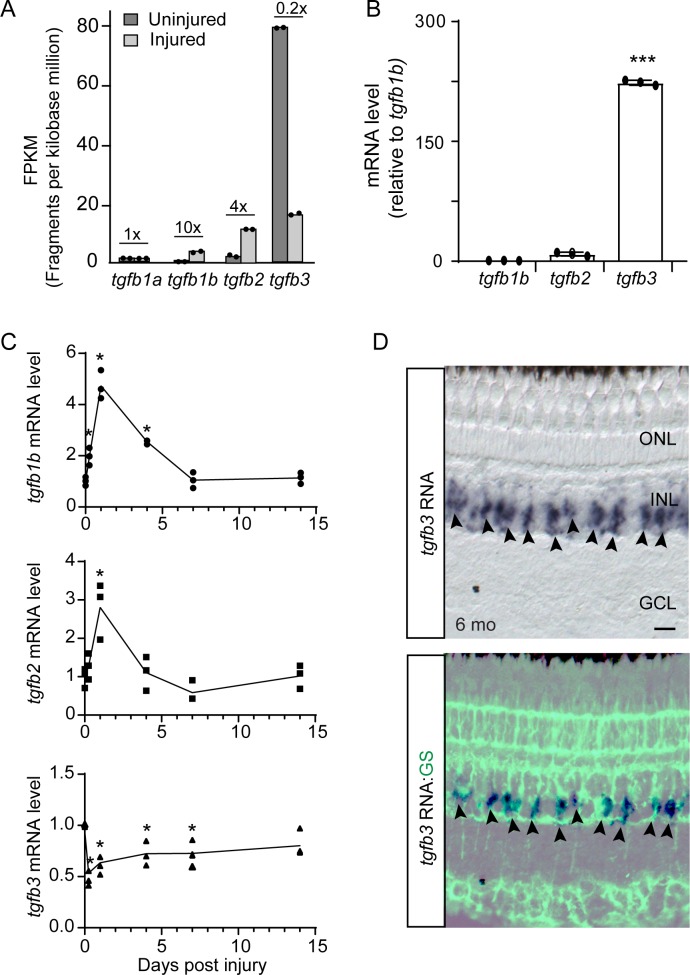
Injury-dependent regulation of *tgfb* gene expression. (**A**) RNAseq was used to quantify *tgfb* gene expression in FACS purified GFP+ MG isolated from uninjured and injured (2 dpi) *gfap:GFP* and *1016 tuba1a:GFP* fish retinas, respectively. Fold change in gene expression following retinal injury is indicated above the bars. (**B**) qPCR quantification of *tgfb* gene expression in GFP+ MG FACS purified from uninjured *gfap:GFP* fish retina (normalized to *tgfb1b*). (**C**) qPCR quantification of *tgfb* gene expression following retinal injury normalized to uninjured levels. Total retinal RNA was used for qPCR. Error bars are SD. *p<0.05. (**D**) *tgfb3 in situ* hybridization and GS (glutamine synthetase) immunofluorescence in adult fish retina shows *tgfb3* RNA is expressed in MG. Top panel is *tgfb3* in situ hybridization; bottom panel is overlay of *in situ* hybridization and GS immunofluorescence. Arrowheads point to *tgfb3*-expressing MG. Scale bar is 50 microns. *p<0.05, ***p<0.001.

**Figure 2—figure supplement 1.**
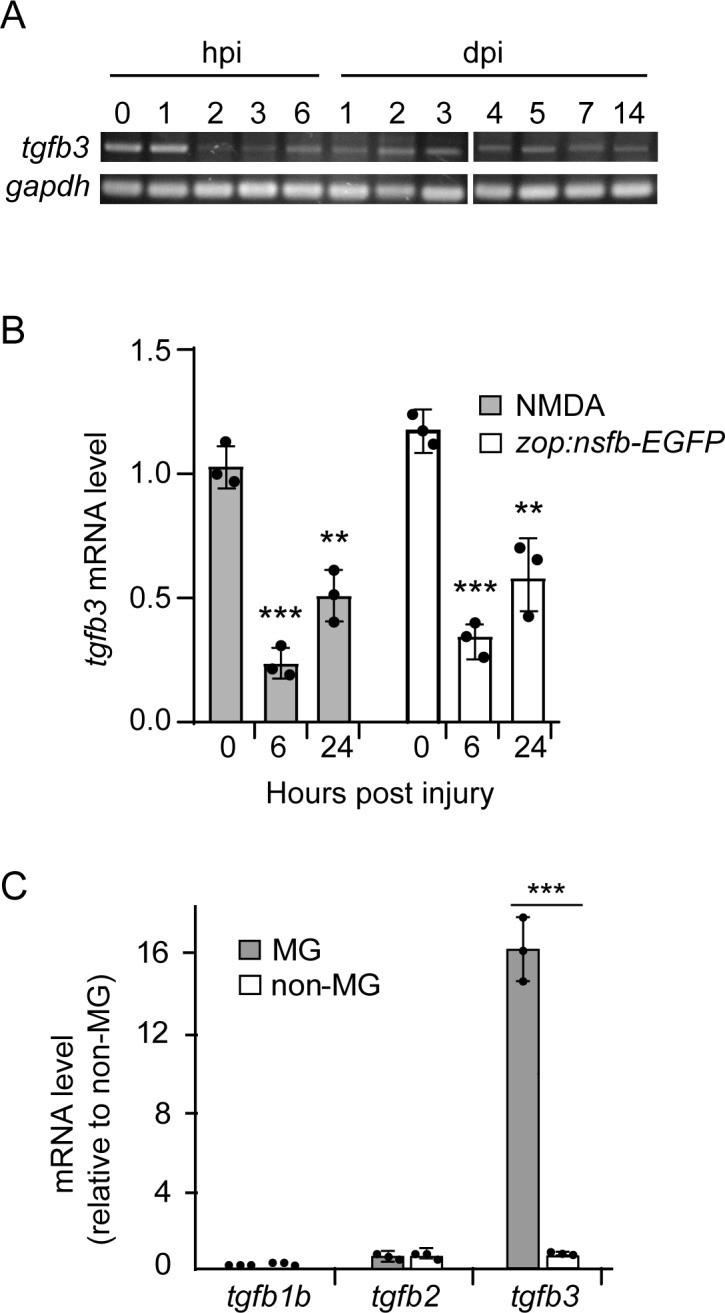
*tgfb* gene expression in uninjured and injured retina. (**A**) RT-PCR shows time course of *tgfb3* and *gapdh* RNA expression in uninjured and injured retina. (**B**) *tgfb3* RNA expression in retinas isolated at different times post injury using *zop:nsfb-EGFP* transgenic fish to specifically ablate photoreceptors and intravitreal injection of NMDA to specifically ablate amacrine and ganglion cells. (**C**) qPCR quantification of *tgfb* gene expression in FACS purified GFP+ MG and GFP- neurons from uninjured *gfap:GFP* transgenic fish. Error bars are SD. **p<0.01, ***p<0.001.

We also compared the relative expression of *tgfb* ligand encoding RNAs in the retinal neuron (GFP-) and MG (GFP+) cell populations that were separated by FACS using dissociated cells from uninjured *gfap:GFP* fish retinas. This analysis showed *tgfb3* is highly enriched in MG, whereas *tgfb1b* and *tgfb2* are more equally distributed between these different cell populations (Figure 2—figure supplement 1C). *In situ* hybridization assays for *tgfb3* combined with glutamine synthetase (GS) immunofluorescence on retinal sections confirmed *tgfb3* gene expression is restricted to GS+ MG in the uninjured retina (Figure 2D).

We next used *in situ* hybridization assays to investigate when during development this MG-specific *tgfb3* expression profile emerges. Consistent with a previous report (Cheah et al., 2005), we found transient expression of *tgfb3* RNA in the lens at 24 hpf (hours post fertilization) (Figure 3A). At 96 hpf when MG are differentiating (Bernardos et al., 2005), we do not detect significant levels of *tgfb3* RNA in the retina, nor do we observe significant *tgfb3* expression at 7 dpf (days post fertilization). By 10 dpf, *tgfb3* RNA is detected in the central region of the retina where more mature MG reside (Figure 3A). This expression continues to increase with age and the adult expression pattern is established by 3 mpf (months post fertilization) (Figure 3A). 

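Ranked by FPKM within each RNAseq library, tgfb1b stood above 33.8% and 34.3% of the 27152 symbols in the 2 libraries of uninjured MG and above 59.4% and 60.8% of them in the 2 libraries of injured MG at 2 dpi. By the same ranking, tgfb3 stood above 96.4% and 96.7% of the symbols in uninjured MG and above 82.8% and 84.2% in injured MG. The 2 libraries of each group differed by less than the gap between the genes. Ranks count symbols listed at 0, which numbered 4552 and 4485 in the uninjured libraries and 3813 and 3816 in the injured ones.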

Consistent with our RNAseq and qPCR data indicating very low *tgfb1b* levels in the retina (Figure 1A–B), we were unable to detect zebrafish *tgfb1b* gene expression by *in situ* hybridization at any of the time points examined (Figure 3A).

**Figure 3.**
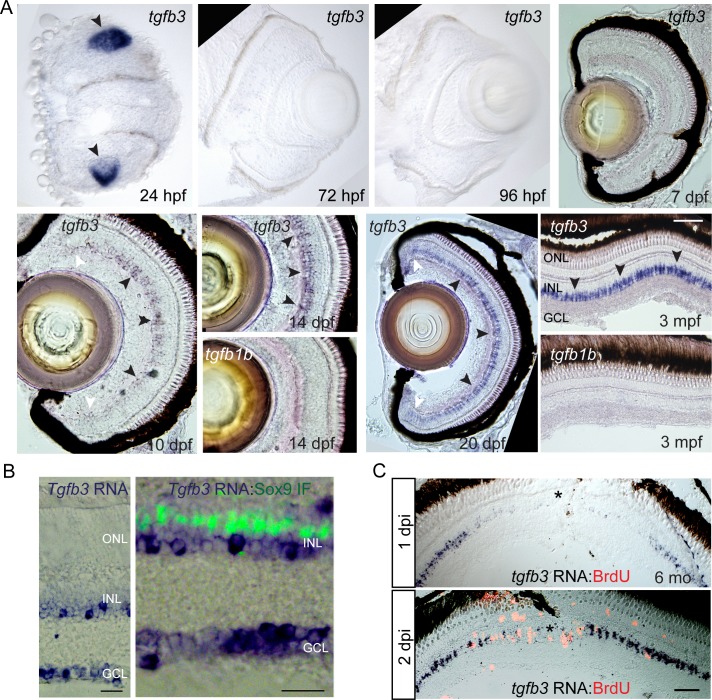
*tgfb3* expression in developing and adult retina. (**A**) *tgfb3 in situ* hybridization identifies *tgfb3* expression in lens at 24 hpf (hours post fertilization) and in MG beginning ~10 dpf (days post fertilization). This latter expression continues to increase throughout the first 3 months of development. Note *tgfb1b* expression remains undetectable by *in situ* hybridization at all the time points examined (14 dpf and 3 mpf). Size marker is 20 microns. In the 10 and 20 dpf panels, black arrowheads point to *tgfb3* expressing MG in the central retina, while white arrowheads point to reduced *tgfb3* expression in the retinal periphery. (**B**) *In situ* hybridization (blue/purple product) and Sox9 immunofluorescence (green fluorescence) identifies *tgfb3* expression in GCL and INL, but not in MG of the mouse retina. Size marker is 25 microns. (**C**) Retinal injury suppresses *tgfb3* expression at the injury site in 3 month old fish. *In situ* hybridization detects *tgfb3* RNA (blue/purple product) and BrdU immunofluorescence (red/orange fluorescence) identifies proliferating cells. Size marker is 40 microns.

**Figure 3—figure supplement 1.**
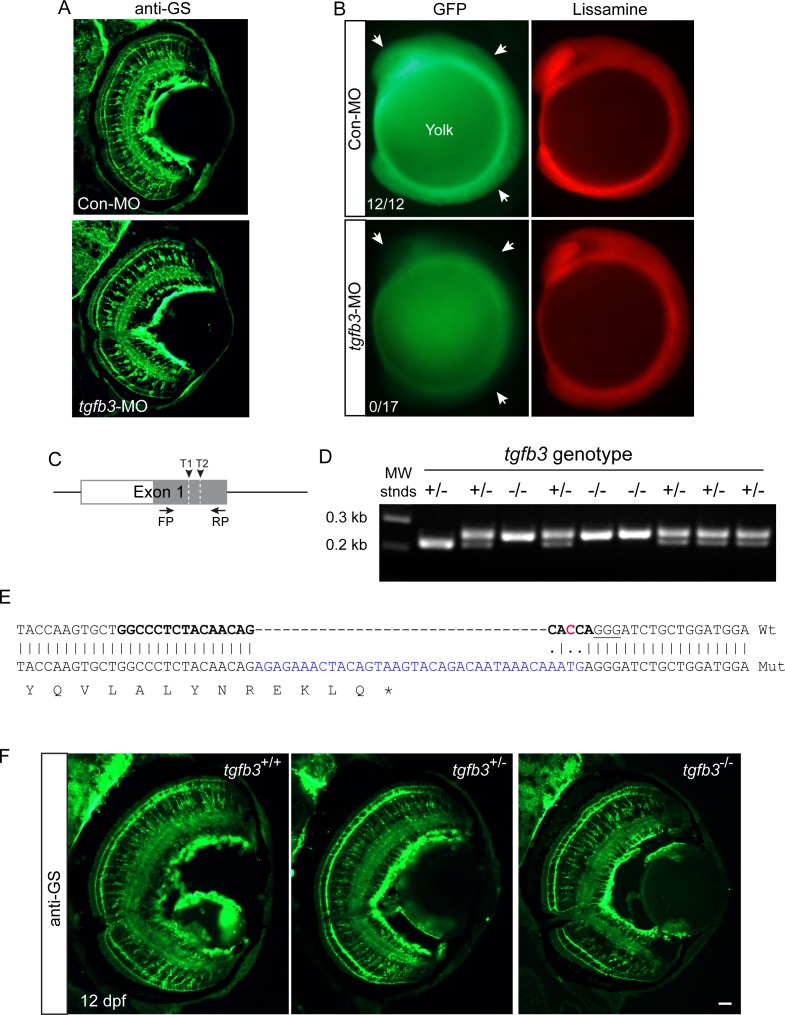
Tgfb3 knockdown and *tgfb3* gene editing do not affect MG differentiation. (**A**) Effect of Tgfb3 knockdown on expression of MG differentiation at 6 dpf. Single cell zebrafish embryos were injected with the indicated MOs and assayed 6 days later for glutamine sythetase (GS) expression using immunofluorescence. (**B**) Representative images showing the consequences of experimental or control lissamine-tagged MO on reporter Tgfb3-EGFP expression at the 10 somite stage. Single cell embryos were injected with control or experimental MO along with *tgfb3-EGFP* RNA. At the 10 somite stage embryos were assayed for Tgfb3-EGFP expression using fluorescence microscopy. Arrows point to Tgfb3-EGFP expression in developing embryos that received control MO and to the reduced Tgfb3-EGFP expression in embryos that received experimental *tgfb3*-targeting MO. Numbers in panels indicate the number of lissamine+ embryos that also exhibited strong GFP expression. (**C**) Diagram of *tgfb3* exon one with position of gRNA1 and gRNA2 target sequences (T1 and T2) and primers used for PCR amplification across the mutation site. (**D**) Genotyping of interbred *tgfb3*^+/-^ fish at 5 dpf. (**E**) DNA sequencing identifies an insertion/frame-shift mutation in *tgfb3*^-/-^ fish at the gRNA2 target site. Shown is Wt and *tgfb3* mutant (Mut) exon one sequence spanning gRNA2 target sequence (bold); predicted Cas9 cleavage site is indicated by a red C residue; pam sequence is underlined; blue sequence is insertion mutation; and asterisk indicates stop codon. (**F**) GS immunofluorescence in *tgfb3*^+/+^, *tgfb3*^+/-^ and *tgfb*3^-/-^ fish at 12 dpf shows normal MG differentiation in *tgfb3*^+/-^ and *tgfb*3^-/-^ fish. Shown is representative images of retinal sections with GS immunofluorescence. Size marker is 50 microns.

We next examined *Tgfb3* expression in the 1 month old mouse retina. This analysis showed *Tgfb3* expression was confined to cells in the GCL and INL (Figure 3B). Co-staining retinal sections for *Tgfb3* RNA and Sox9 immunofluorescence (MG marker) showed no overlap, indicating *Tgfb3*+ cells in the INL are not MG (Figure 3B).

Although the lack of detectable Tgfb3 expression in the developing (1–7 dpf) fish retina suggests Tgfb3 expression is not necessary for MG differentiation, low levels of expression may go undetected by *in situ* hybridization. Therefore, we investigated if knocking down Tgfb3 expression with a translation-blocking morpholino-modified antisense oligonucleotide (MO) would affect MG differentiation. Control or *tgfb3*-MOs were delivered into single cell zebrafish embryos and at 6 dpf, fish were sacrificed and retinal sections assayed for glutamine synthetase (GS) immunofluorescence which serves as a marker of differentiated MG. This analysis revealed normal GS reactivity in the developing retina regardless of Tgfb3 knockdown (Figure 3—figure supplement 1A). We confirmed the *tgfb3*-MO’s effectiveness by observing reduced GFP in embryos injected with a *tgfb3-EGFP* fusion RNA and the *tgfb3*-MO, but not with control MO (Figure 3—figure supplement 1B).

Because of concerns that MO-mediated Tgfb3 knockdown may not be effective at 6 dpf due to MO dilution during cell division, we generated *tgfb3*^-/-^ fish using a CRISPR/Cas9 strategy (Figure 3—figure supplement 1C–E). In these fish, an insertion mutation changes the *tgfb3* reading frame so a premature stop codon is introduced in exon 1 (Figure 3—figure supplement 1E). We found that *tgfb3*^-/-^ fish die around 2 weeks post fertilization. Therefore, we selected *tgfb3*^+/+^, *tgfb3*^+/-^ and *tgfb3*^-/-^ fish at 12 dpf to assay for retinal GS expression. Normal GS immunofluorescence was observed in both *tgfb3*^+/-^ and *tgfb3*^-/-^ fish retinas suggesting Tgfb3 does not impact MG differentiation (Figure 3—figure supplement 1F). However, we do note that retinas were smaller in *tgfb3*^-/-^ fish.

We next used *in situ* hybridization assays to investigate the spatial pattern of *tgfb3* expression in the injured adult retina. This analysis revealed that *tgfb3* RNA is specifically suppressed at the injury site and that this suppression preceded MG proliferation that begins ~2 dpi (Figure 3C).

Together, the above results indicate that *tgfb3* expression in the zebrafish retina correlates with MG maturation, pSmad3 expression, and MG quiescence.

### Injury-dependent Tgfb3 suppression is required for MG proliferation

To investigate if Tgfb3 suppression was required for injury-dependent MG proliferation, we generated *hsp70:tgfb3* transgenic fish that allow conditional expression of Tgfb3 with heat shock. A 1 hr heat shock at 37°C resulted in over a 100-fold induction of *tgfb3* RNA that persisted for over 3 hr and then returned to basal levels around 24 hr post heat shock (Figure 4—figure supplement 1A). To examine the effect Tgfb3 had on MG proliferation in the injured retina, *hsp70:tgfb3* transgenic fish received a needle poke injury and then a 1 hr heat shock every 6 hr for 4 days. Three hours before sacrifice at 4 dpi, fish received an IP (intraperitoneal) injection of BrdU to label proliferating cells. This analysis showed that forced expression of Tgfb3 suppressed MG proliferation in the injured retina (Figure 4A–B), without any significant effect on injury-dependent cell death (Figure 6—figure supplement 1B).

**Figure 4.**
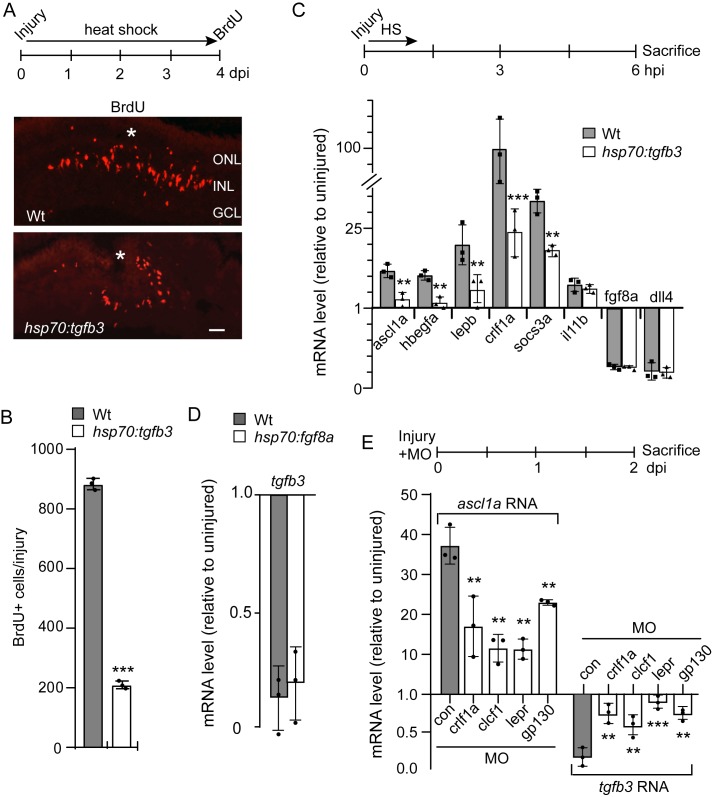
Tgfb3 suppresses MG proliferation and reprogramming gene expression. (**A**) Top illustration is experimental time line. Bottom panels are BrdU immunofluorescence in injured and heat shock-treated Wt and *hsp70:tgfb3* transgenic fish. Asterisk marks injury site. Scale bar is 50 microns. (**B**) Quantification of data in (**A**). (**C**) Top illustration is experimental time line. Fish received a needle poke injury and a 1 hr heat shock and then sacrificed at 6 hpi for RNA analysis by qPCR. Bottom graph is qPCR quantification of select reprogramming gene expression levels in the indicated fish lines at 6 hpi. (**D**) Experimental time line is as in (**C**) and *tgfb3* levels were assayed in the indicated fish lines at 6 hpi. (**E**) Top illustration is experimental time line. Bottom panel is qPCR analysis of *ascl1a* and *tgfb3* gene expression with and without the indicated MO treatment. MO, is morpholino-modified antisense oligonucleotide used to knockdown expression from the indicated gene. Error bars are SD. *p<0.05, **p<0.01, ***p<0.001.

**Figure 4—figure supplement 1.**
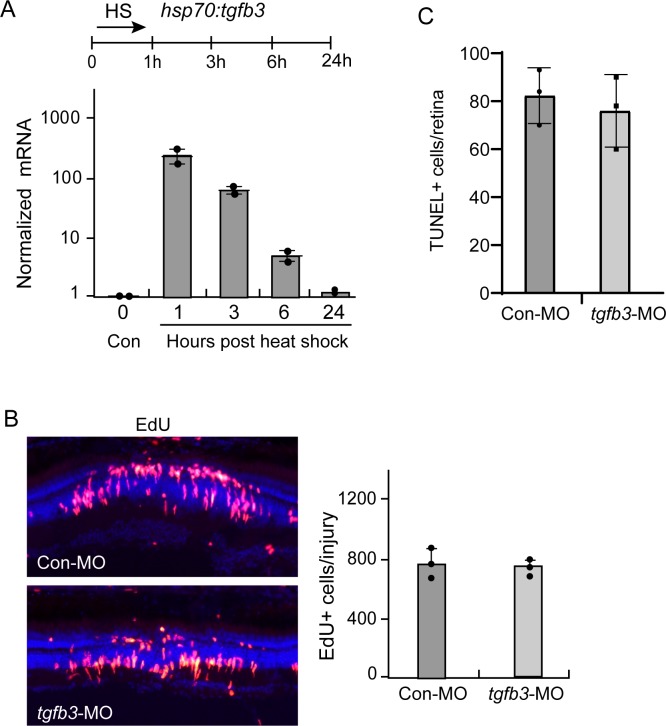
*tgfb3* gene expression in *hsp70:tgfb3* fish. (**A**) Heat shock induction of *tgfb3* RNA in *hsp70:tgfb3* transgenic fish. Top illustration is experimental time line. Bottom graph is qPCR quantification of *tgfb3* gene expression. (**B**) Tgfb3 knockdown has no effect on MG proliferation in the injured retina. Control or antisense *tgfb3*-targeting MOs were electroporated into the retina at the time of injury and MG proliferation assayed at 4 dpi, 3 hr after receiving an IP injection of EdU. Left-hand panel is representative image of the injury site with EdU+ cells. Right-hand panel is quantification of EdU+ cells in the INL of the injured retina. (**C**) Quantification of TUNEL+ cells.

We next investigated if Tgfb3 depletion affected spontaneous or injury-dependent MG proliferation. Because *tgfb3^-/-^* fish do not survive to adults, we knocked down Tgfb3 with a *tgfb3*-targeting MO and determined if there was an effect on MG proliferation. Control or *tgfb3*-MO was delivered intravitreally and cellular uptake facilitated by electroporation as previously described (Thummel et al., 2011). Retinas were injured and at 3 dpi fish received an IP injection of EdU 3 hr prior to sacrifice. Quantification of EdU+ and TUNEL+ cells revealed Tgfb3 knockdown had no effect on MG proliferation or cell death at either the injury site or in undamaged regions of the retina (Figure 4—figure supplement 1B–C).

Together, the above data indicate Tgfb3 suppression is necessary for injury-dependent MG proliferation, but this suppression is not sufficient to drive MG proliferation in the uninjured retina.

### Tgfb3 regulates MG reprogramming

Reprogramming MG for retinal repair requires the regulation of gene expression programs that stimulate MG proliferation and the expansion of a MG-derived progenitor population. Essential components of these programs are genes encoding growth factors, cytokines, and transcription factors that are rapidly induced following a retinal injury (Gorsuch et al., 2017; Nagashima et al., 2020; Nelson et al., 2013; Nelson et al., 2012; Ramachandran et al., 2010a; Ramachandran et al., 2011; Ramachandran et al., 2012; Thummel et al., 2010; Wan and Goldman, 2017; Wan et al., 2012; Wan et al., 2014; Zhao et al., 2014). Because *tgfb3* expression is suppressed within a few hours post injury, we suspected it might regulate these gene expression programs. To investigate this, we injured Wt or *hsp70:tgfb3* fish retinas and immediately treated fish with a single 1 hr heat shock before sacrificing fish at 6 hpi and isolating retinal RNA for gene expression analysis using qPCR. Interestingly, we found that many reprogramming genes that are normally induced after retinal injury, like *ascl1a*, *hbegfa*, *lepb*, *crlf1a*, and *socs3a*, were suppressed by Tgfb3 expression, while genes normally repressed soon after injury, like *fgf8a* and *dll4* were unaffected (Figure 4C). Furthermore, forced Fgf8a expression, which we previously showed suppressed injury-dependent MG proliferation in the adult retina (Wan and Goldman, 2017), had no effect on *tgfb3* expression (Figure 4D). Thus, Tgfb3 and Fgf8a appear to act independent of each other to regulate MG proliferation.

The observation that *ascl1a* gene expression is suppressed in a Tgfb3-dependent manner was intriguing since it is a critical reprogramming gene that along with Lin28a and Notch inhibition is sufficient to stimulate spontaneous MG proliferation in the uninjured retina (Elsaeidi et al., 2018). We previously reported that injury-dependent induction of cytokines, like Crlf1a and Lepb, acting via gp130-coupled receptors, also act upstream of *ascl1a* to drive MG proliferation (Zhao et al., 2014). Therefore, we wondered if Tgfb3 was part of this early cytokine response system. For this analysis we took advantage of previously characterized MOs to knockdown cytokine signaling in the injured retina and assayed *ascl1a* and *tgfb3* gene expression (Figure 4E; Zhao et al., 2014). This analysis confirmed that injury-dependent *ascl1a* gene induction is regulated by a cytokine signaling system, and that this signaling system also contributes to injury-dependent *tgfb3* suppression (Figure 4E). Thus, Tgfb3 and cytokine-related gene products seem to contribute to a feedback loop regulating each other’s expression and also regulating MG proliferation.

Together, these data suggest Tgfb3 drives MG quiescence in the injured retina, at least in part, by inhibiting the expression of pro-regenerative gene expression programs.

### Tgfb1b overexpression stimulates pSmad3 expression without affecting MG proliferation

qPCR and RNAseq analysis of *tgfb* gene expression in the injured retina revealed that although *tgfb1b* and *tgfb2* were induced in the injured retina, their levels remained below the suppressed levels of *tgfb3* (Figure 2A). Furthermore, injury-dependent regulation of pSmad3 expression followed that of *tgfb3*, but not *tgfb1a*, *tgfb1b*, or *tgfb2* (Figures 1B, 2A and 3C). These observations suggest that Tgfb3 expression largely accounts for pSmad3 expression in the uninjured and injured retina. 

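In the RNAseq libraries from injured MG at 2 dpi, the FPKM of tgfb3 was 3.76-fold that of tgfb1b in library a and 3.83-fold in library b, with a mean ratio of 3.8 ± 0.04 (SD, n = 2). Over tgfb2 the ratio was 1.47 in library a and 1.63 in library b, with a mean of 1.55 ± 0.11 (SD, n = 2). The lowest tgfb3 value, 16.4 FPKM, was above the highest tgfb2 value, 11.3 FPKM, and the highest tgfb1b value, 4.84 FPKM. An exact two-sided permutation test that exchanges the 2 genes within each library gives p = 0.5 for each comparison, the smallest p that 2 libraries allow. With a pseudocount of 1 the ratio of tgfb3 over tgfb1b was 3.30. FPKM divides by transcript length, so the ratios compare transcripts and not reads.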

Whether other Tgfb ligands could also inhibit MG proliferation via a pSmad3 signaling mechanism remained unknown, but seemed likely if we boosted their levels to at least that of Tgfb3 in the uninjured retina. To investigate this, we generated *hsp70:tgfb1b* transgenic fish.

*hsp70:tgfb1b* fish treated with a 1 hr heat shock exhibited over a 100-fold induction of *tgfb1b* RNA that returned to basal levels ~ 24 hr later (Figure 5—figure supplement 1A). Overexpression of Tgfb1b had no significant effect on endogenous *tgfb2b* expression, but did decrease *tgfb3* expression by ~50% at 6 hr post heat shock (Figure 5—figure supplement 1B). Interestingly, when comparing the consequence of Tgfb1b and Tgfb3 overexpression on MG proliferation and pSmad3 expression, only Tgfb3 suppressed injury-dependent MG proliferation (Figure 5A–B), but both Tgfb1b and Tgfb3 reestablished pSmad3 expression at the injury site (Figure 5C).

**Figure 5.**
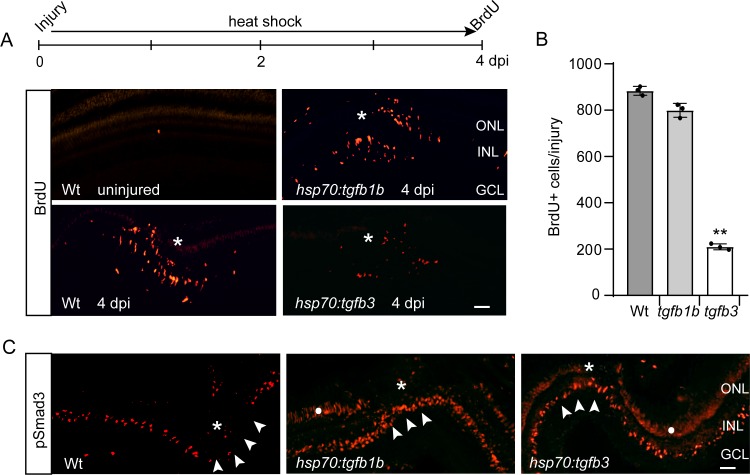
Tgfb1b and Tgfb3 stimulate pSmad3 expression, but only Tgfb3 inhibits injury-dependent MG proliferation. (**A**) Top illustration is experimental time line. Bottom panels show BrdU immunofluorescence on retinal sections from uninjured and injured, heat shock-treated Wt, *hsp70:tgfb1b*, and *hsp70:tgfb3* transgenic fish. (**B**) Quantification of data in (**A**). (**C**) pSmad3 immunofluorescence on retinal sections from uninjured and injured, heat shock-treated Wt, *hsp70:tgfb1b*, and *hsp70:tgfb3* transgenic fish. Arrowheads point to the INL at the injury site. Asterisk marks the injury site. White dot in two right-hand panels marks non-specific autofluorescence in the photoreceptor layer. Scale bar is 50 microns. Error bars are SD. **p<0.01.

**Figure 5—figure supplement 1.**
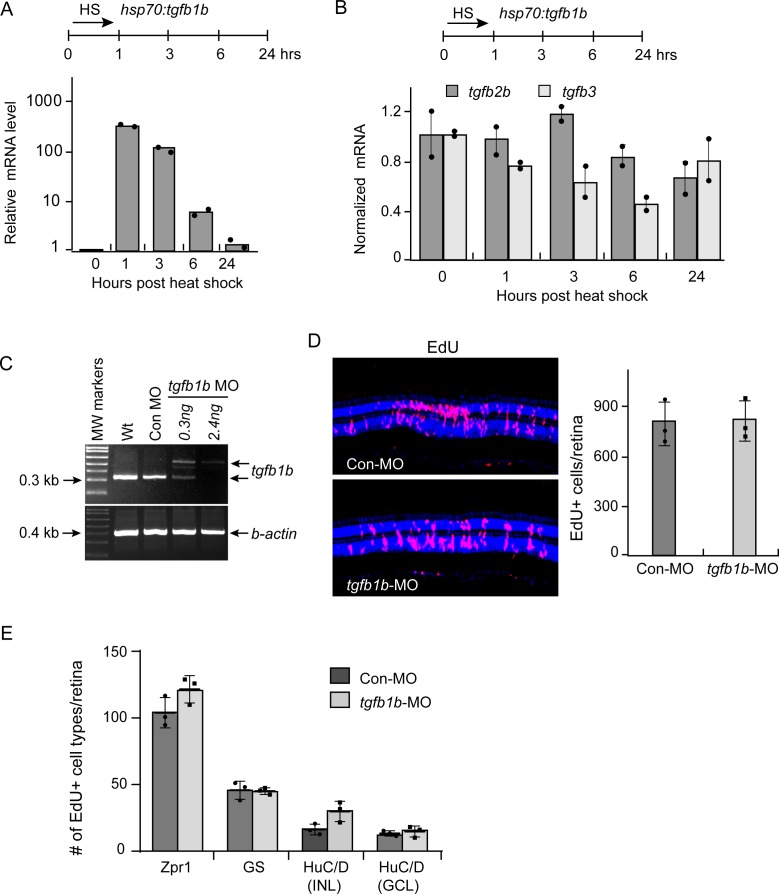
Heat shock induced *tgfb1b* gene expression in *hsp70:tgfb1b* fish. (**A**) Top illustration is experimental time line. Bottom graph is qPCR quantification of *tgfb1b* gene expression. (**B**) Top illustration is experimental time line. Bottom graph is qPCR analysis of the effect of Tgfb1b expression on *tgfb2b* and *tgfb3* expression. (**C**) *tgfb1b*-targeting MO affects splicing of the primary *tgfb1b* transcript as indicated by the larger PCR fragment identified when embryos were injected with *tgfb1b*-targeting MO. (**D**) EdU click-it chemistry was used to identify proliferating MG at four dpi in retinas +/- MO mediated Tgfb1b knockdown. Left panels are representative images and right panel is quantification of data in (**D**). (**E**) Quantification of EdU-based lineage tracing of MG-derived progenitors that were labelled with EdU at four dpi and assayed for cell type specific marker at 14 dpi. Zpr1 detects cone photoreceptors; GS detects MG, HuC/D detects amacrine cells in INL and ganglion cells in GCL.

Although Tgfb1b overexpression did not regulate MG proliferation, *tgfb1b* RNA is induced in the injured retina (Figure 2A and C), and we wondered if this induction had any consequence on regeneration. Therefore, we knocked down Tgfb1b expression with a previously validated splice-blocking *tgfb1b*-targeting MO (Figure 5—figure supplement 1C; Monteiro et al., 2016). MOs were delivered to retinas at the time of injury and cellular uptake facilitated by electroporation. Four days later, fish received an IP injection of EdU and 3 hr later some fish were sacrificed to assay MG proliferation (Figure 5—figure supplement 1D), while others were allowed to survive until 14 dpi to lineage trace EdU+ MG (Figure 5—figure supplement 1E). These analyses revealed that Tgfb1b knockdown had no significant effect on injury-dependent MG proliferation or the fate of MG-derived progenitors (Figure 5—figure supplement 1D–E).

Together, the above data indicate specificity in the action of Tgfb ligands on MG proliferation and suggest that pSmad3 expression does not drive MG quiescence in the injured retina.

### Alk5 and PP2A inhibition rescue MG proliferation in injured retinas with Tgfb3 overexpression

The above data suggested that Tgfb3-dependent activation of Alk5 may engage a non-canonical Tgfb signaling pathway to regulate MG proliferation. To investigate this, we first determined the effect Alk5 suppression had on MG proliferation in heat shock-treated *hsp70:tgfb3* fish immersed in either DMSO or the Alk5 inhibitor, SB431542 (Figure 6A). As expected, Alk5 inhibition rescued MG proliferation in injured retinas from heat shock-treated *hsp70:tgfb3* fish (Figure 6B–C).

**Figure 6.**
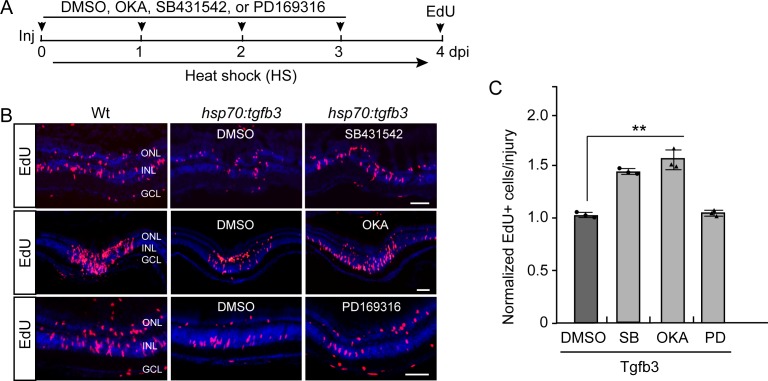
Alk5 and PP2A inhibition rescues Tgfb3-mediated inhibition of MG proliferation in the injured retina. (**A**) Experimental time line. (**B**) Edu click chemistry identifies proliferating MG in retinal sections from injured Wt and *hsp70:tgfb3* transgenic fish treated with heat shock, +/- okadaic acid (OKA), PD169316 (PD), or SB431542 (SB) treatment. Scale bar is 50 microns. (**C**) Quantification of the effects of OKA, PD, and SB on Tgfb3-mediated suppression of MG proliferation that is shown in (**B**). Edu values are normalized to MG proliferation in Tgfb3 overexpressing transgenic fish. Error bars are SD. **p<0.01.

**Figure 6—figure supplement 1.**
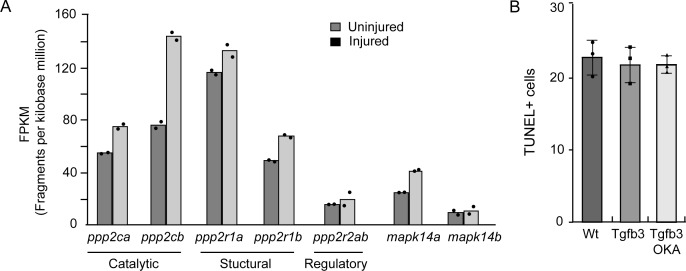
Injury-dependent regulation of PP2A subunit and p38 MAPK RNA expression and effect of okadaic acid on cell death in injured retina. (**A**) RNAseq data quantifying expression of RNAs encoding various subunits of PP2A and p38 MAPK isoforms, *mapk14a* and *mapk14b* at 0 and 2 dpi. (**B**) Quantification of TUNEL+ cells in injured retinas isolated from injured and heat shock-treated Wt and *hsp70:tgfb3* fish treated +/- okadaic acid (OKA). Experimental time line as in Figure 5A.

We next investigated if Tgfb3-dependent activation of Alk5 engaged a non-canonical Tgfb signaling pathway, like ERK, PI3K, p38, and PP2A (Derynck and Zhang, 2003; Petritsch et al., 2000; Yu, 2002; Zhang, 2017). Previous studies indicated that ERK and PI3K signaling are necessary for injury-dependent MG proliferation and therefore, are not candidates for conveying the quiescence-promoting effects of Tgfb3 (Wan et al., 2012; Wan et al., 2014). Therefore, we focused our analysis on PP2A and p38.

PP2A functions as a trimer with a dimeric core consisting of a catalytic (zebrafish genes *ppp2ca*, *ppp2cb*) and structural subunit (zebrafish genes *ppp2r1a*, *ppp2r1b*) and one of 7 regulatory subunits (zebrafish genes *ppp2r2aa, ppp2r2ab, ppp2r2ba, ppp2r2bb, ppp2r2ca, ppp2r2cb, ppp2r2d*) that confers subcellular targeting, substrate specificity, and regulation of holoenzyme phosphatase activity. Importantly, the PP2A Bα subunit (zebrafish Ppp2r2aa and Ppp2r2ab) can associate with and be phosphorylated by Alk5, and this association/phosphorylation is necessary to transduce the anti-proliferative effects of Tgfb receptor signaling (Griswold-Prenner et al., 1998; Petritsch et al., 2000; Wlodarchak and Xing, 2016). 

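Protein phosphatase 2A (PP2A) is made of a catalytic, a structural and a regulatory subunit. Of the genes for these subunits and for p38 MAPK, 11 were matched to rows of the deposited table, 9 for PP2A and 2 for p38, and ppp2r2aa and ppp2r2cb were not analysed here. ppp2r2ab is listed as ppp2r2a, ppp2r2ca as ppp2r2c and ppp2r2d as PPP2R2D. ppp2r2ba and PPP2R2D each share their listed locus with another gene row, so their values are uncertain. All 11 genes reached at least 1 FPKM in each of the 4 libraries of uninjured and injured MG, from 1.9 FPKM for ppp2r2ba in uninjured library a to 146.7 FPKM for ppp2cb in injured library b, and 10 of them, all but ppp2r2ba, reached at least 5 FPKM in each. ppp2ca was at 47.9 ± 2.43 FPKM (SD, n = 2) in uninjured and 46.1 ± 5.51 FPKM (SD, n = 2) in injured MG, and ppp2r1a at 115.6 ± 3.94 and 129.0 ± 6.27 FPKM (SD, n = 2 each). Neither difference was past the threshold, with adjusted p values from limma of 0.722 and 0.254.

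After injury 4 of the 11 genes were higher with an adjusted p under 0.05 and 0 were lower, except that with quantile normalization ppp2r2ca was lower, with a log2 fold change of -0.40 (adjusted p = 0.0466 from limma). Adjusting over these 11 genes alone also gave 4. ppp2cb rose from 78.6 ± 5.35 to 144.3 ± 3.43 FPKM (SD, n = 2 each), a log2 fold change of 0.87 (standard error 0.10, adjusted p = 0.00437 from limma). mapk14a rose from 24.1 ± 0.21 to 40.0 ± 0.42 FPKM (SD, n = 2 each), a log2 fold change of 0.71 (standard error 0.09, adjusted p = 0.00549 from limma). ppp2r1b and ppp2r2ba had log2 fold changes of 0.48 and 1.28. mapk14b was at 11.1 ± 2.11 FPKM in uninjured and 11.1 ± 0.42 FPKM in injured MG (SD, n = 2 each), and the sign of its log2 fold change of 0.02 depended on the scaling of the libraries, at -0.13 with quantile normalization and -0.068 with median of ratios scaling.

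**Figure D1:**
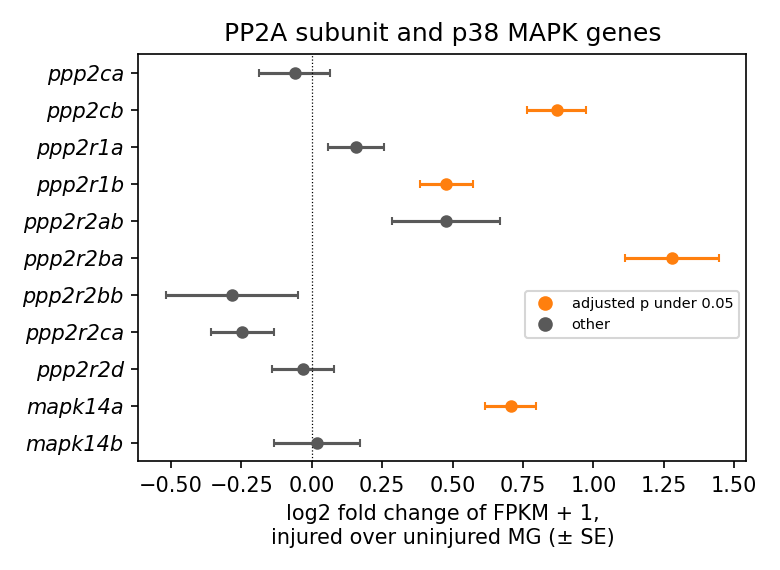
Log2 fold change of FPKM + 1 from uninjured to injured MG for 11 PP2A subunit and p38 MAPK genes, from limma over 2 libraries per group. Points are estimates and bars standard errors, orange where the adjusted p is under 0.05. The 4 orange genes lie between 0.48 and 1.28, and with quantile normalization ppp2r2ca also passed, at -0.40.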

Interrogation of RNAseq data sets indicates that genes encoding PP2A components and p38 isoforms (*mapk14a*, *mapk14b*) are expressed in quiescent and injury-responsive MG (Figure 6—figure supplement 1A).

We next investigated if PP2A or p38 signaling participated in Tgfb3-dependent regulation of MG proliferation in the injured retina. For this analysis, Wt and *hsp70:tgfb3* transgenic fish retinas were injured and fish were either left untreated or received a 1 hr heat shock every 6 hr for 4 days along with daily intravitreal injections of either DMSO, the PP2A inhibitor okadaic acid (10 μM, OKA), or the p38 MAPK inhibitor PD169316 (3 μM, PD) (Bialojan and Takai, 1988; Wilson et al., 1997). Fish received an IP injection of EdU 3 hr prior to sacrifice to label proliferating cells. Quantification of EdU+ cells revealed that inhibition of PP2A, but not p38 MAPK, rescued MG proliferation in retinas with Tgfb3 overexpression (Figure 6C). Neither forced expression of Tgfb3 or intravitreal injection of OKA affected injury-dependent apoptosis (Figure 6—figure supplement 1B).

Together, the above data suggests Alk5 and PP2A act downstream of Tgfb3 to regulate MG quiescence.

### Notch inhibition rescues MG proliferation in Tgfb3-expressing injured retinas

Previous studies revealed that Notch signaling inhibition is required for injury-dependent MG proliferation (Conner et al., 2014; Elsaeidi et al., 2018; Wan and Goldman, 2017; Wan et al., 2012). Therefore, we wondered if Tgfb3 signaling acted through Notch signaling to inhibit MG proliferation. To investigate this, we bred *hsp70:tgfb3* fish with *tp1:mCherry* Notch reporter fish that harbor 12 RBP-Jk binding sites upstream of a minimal promoter that drives nuclear localized mCherry expression (Parsons et al., 2009). Normally, Notch signaling is suppressed in injury-responsive MG spanning the injury site (Figure 7A, *tp1:mCherry* panel) (Elsaeidi et al., 2018; Wan and Goldman, 2017). However, forced Tgfb3 expression in *hsp70:tgfb3;tp1:mCherry* double transgenic fish prevented this injury-dependent suppression in Notch signaling (Figure 7A–B) and this correlated with reduced MG proliferation (Figure 4A–B). Furthermore, we found that Tgfb3-dependent inhibition of MG proliferation can be rescued by pharmacological suppression of Notch signaling using the γ-secretase inhibitor RO4929097 (Figure 7C–D). Consistent with these data, Tgfb3 overexpression in the uninjured retina increased expression of the Notch reporter gene *hey1*, and the ligand encoding gene, *dll4*. However, *dll4* induction did not reach statistical significance (Figure 7E) and further studies are needed to determine if Tgfb3 regulates Notch signaling via *dll4* expression. Nonetheless, the above studies suggest Tgfb3 acts, at least in part, via the Notch signaling pathway to regulate MG quiescence.

**Figure 7.**
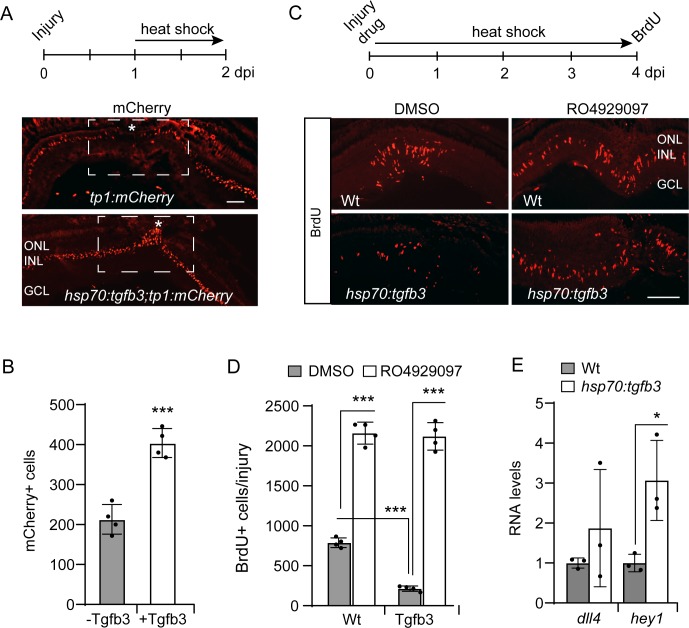
Tgfb3 acts upstream of Notch signaling to inhibit MG proliferation. (**A**) Top illustration is experimental time line. Bottom panels show mCherry immunofluorescence on retinal sections from either injured *tp1:mCherry* or *hsp70:tgfb3;tp1:mCherry* transgenic fish. Asterisk and box region shows the injury site. Note forced Tgfb3 expression stimulate mCherry expression. (**B**) Quantification of data mCherry+ cells shown in (**A**). (**C**) Top is experimental time line. Bottom panels show BrdU immunofluorescence on retinal sections from injured and heat shock-treated Wt and *hsp70:tgfb3* fish treated +/- RO4929097. (**D**) Quantification of data in (**C**). (**E**) qPCR analysis of *dll4* and *hey1* RNA expression using total retinal RNA from Wt and *hsp70:tgfb3* fish that were given a 1 hr heat shock (HS) treatment before sacrifice. Values are normalized to Wt control. Error bars are SD. *p<0.05, ***p<0.001. Scale bar is 50 microns.

## Discussion

Here we report that Tgfb3 signaling regulates MG quiescence in the zebrafish retina. Although both Tgfb1b and Tgfb3 can induce pSmad3 expression, only Tgfb3 stimulates MG quiescence, suggesting the involvement of a non-canonical Tgfb signaling pathway. We found that PP2A or Notch inhibition partially rescued MG proliferation in injured retinas overexpressing Tgfb3 and that Tgfb3 acts, at least in part, by stimulating Notch signaling. We also found that Tgfb3-driven MG quiescence is associated with suppression of regeneration-associated genes. Finally, our study reveals that *tgfb3* is highly expressed by pro-regenerative MG of the zebrafish retina, but remains undetectable in non-regenerative MG of the mouse retina.

Tgfb ligands are expressed as latent pre-pro-polypeptides that must be released from latency for their action (Shi et al., 2011). Prior to secretion, the immature polypeptide is cleaved between the prodomain and mature peptide domain, but they remain associated. The prodomain is required for proper folding, dimerization, and binding to integrin in the extracellular matrix. In order for Tgfb ligands to signal through their receptors they must be released from the prodomain, which is accomplished via integrin interaction. Among the four different Tgfb ligand encoding genes expressed in the uninjured retina, our data suggests that Tgfb3 predominates. Tgfb3 expression is restricted to quiescent MG and its suppression is required for MG proliferation. Our data suggest that Tgfb3 is constitutively released from integrin in the extracellular matrix and that *tgfb3* gene expression is a major control point in regulating Tgfb signaling in MG.

The mechanism by which *tgfb3* expression is suppressed in the injured retina remains unknown, but diffusible factors emanating from either dying neurons and/or immune cells that accumulate at the injury site are good candidates. The observation that both the ligand (Tgfb3) and the response (pSmad3) are restricted to MG suggests that Tgfb3 acts in an autocrine or paracrine fashion; however, we cannot rule out the involvement of an intervening neuronal or immune cell. An autocrine/paracrine type of regulation may be a common theme in the injured zebrafish retina since most of the reported secreted factors regulating MG proliferation emanate from MG themselves (Nelson et al., 2013; Wan and Goldman, 2017; Wan et al., 2012; Zhao et al., 2014).

In the adult mammalian retina, Tgfb signaling is low and Tgfb expression does not correlate with MG quiescence or proliferation (Anderson et al., 1995; Kugler et al., 2015; Lutty et al., 1993; Tosi et al., 2018). However, similar to what we observed in adult fish retina, Tgfb signaling has been associated with reduced MG proliferation in young chicks and postnatal rats (Close et al., 2005; Todd et al., 2017), and with reduced stem cell proliferation in certain regions of the mouse brain (Falk et al., 2008). The high basal level of *tgfb3* in mature MG from zebrafish, but not mice, is intriguing and one cannot help but speculate that it may contribute to their stemness. Interestingly, Notch signaling has been reported to contribute to neural stem cell stemness in the adult zebrafish brain (Than-Trong et al., 2018), and in the retina, our data indicates Tgfb3 stimulates Notch signaling. Thus, Tgfb3 expression in the zebrafish retina provides a mechanism for maintaining Notch signaling into adulthood, which is absent in mammals.

Our conclusion that Tgfb3-pSmad3 signaling is active in quiescent MG and suppressed following retinal injury differs from previous reports (Conedera et al., 2020; Lenkowski et al., 2013; Sharma et al., 2020; Tappeiner et al., 2016). However, even among these previous studies, inconsistencies emerge, reinforcing the importance of carefully controlled experiments. Lenkowski et al., 2013 assayed the expression of putative Tgfb responsive genes, like *tgif1* and *tgfbi* to concluded Tgfb signaling was transiently induced prior to injury-dependent MG proliferation and then repressed when MG proliferate. In contrast, Tappeiner et al., 2016 used pSmad3 immunofluorescence to conclude Tgfb signaling was increased in proliferating MG. Further disparities emerge when examining the effect of the Tgfb signaling inhibitor SB431542 on MG proliferation in the INL where Tappeiner et al., 2016 reported no effect, and Sharma et al., 2020 reported inhibition. Remarkably, even in work coming from the same group, inconsistencies emerge. For example, when assaying *tgfb* gene expression, one report suggests increased injury-dependent *tgfb1a* expression, while another indicated reduced *tgfb1a* expression (Conedera et al., 2020; Tappeiner et al., 2016); and another group reported Tgfb signaling is inhibited in an Oct4-dependent fashion in injury-responsive MG, while a later report indicates enhanced Tgfb signaling in these reprogrammed MG (Sharma et al., 2019; Sharma et al., 2020). The reason for these disparities is not known, but reinforces the idea that manipulating and assaying Tgfb signaling in the zebrafish retina is not trivial. We also note that many of these studies relied solely on SB431542 to inhibit Tgfb signaling; however, this drug is a more potent inhibitor of CK1 and RIPK2 (Vogt et al., 2011), which further clouds the interpretation of results.

In the work reported here, we not only suppressed Tgfb signaling with SB431542 and the more specific Alk5 inhibitor, SB505124 (Vogt et al., 2011), but also stimulated Tgfb signaling with conditional expression of Tgfb1b, Tgfb3, and ca-Alk5 using transgenic fish. All these manipulations resulted in the expected change in pSmad3 immunofluorescence in MG, supporting our contention that pSmad3 immunofluorescence reflects Tgfb signaling. Importantly, we found that Tgfb signaling is active in quiescent MG and rapidly suppressed in injury-responsive MG, and that this suppression correlates with *tgfb3* gene expression that was visualized by *in situ* hybridization and quantified by RNAseq and qPCR. Furthermore, unlike previous studies, we determined the relative proportion of RNAs encoding different *tgfb* isoforms, revealing *tgfb3* is expressed at least 80-fold higher than the other isoforms in quiescent MG, and the only isoform to be repressed after retinal injury. These data suggest that Tgfb3 is largely responsible Tgfb signaling in quiescent MG. 

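Within each library of uninjured MG, the FPKM of tgfb3 was divided by that of the other tgfb genes. RNA of other cells in the sorted fraction can enter these ratios and was not separated. Over tgfb1b, the lowest of them, the ratio was 178.9 in library a and 187.8 in library b. Over tgfb2 it was 26.5 and 31.9, and over tgfb1a 19.8 and 39.0. Over the next highest tgfb gene, which was tgfb1a in library a and tgfb2 in library b, the mean ratio was 25.9 ± 8.6 (SD, n = 2). Taking the lowest tgfb gene in place of the next highest moved this mean most, to 183.4, and a pseudocount of 1 gave 19.4. After injury, tgfb3 was the one tgfb gene that fell past the limma threshold. tgfb1a also lay lower on average, but by less than the spread between its libraries, and with each library left out in turn its log2 fold change lay between -0.68 and -0.012.

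**Figure D2:**
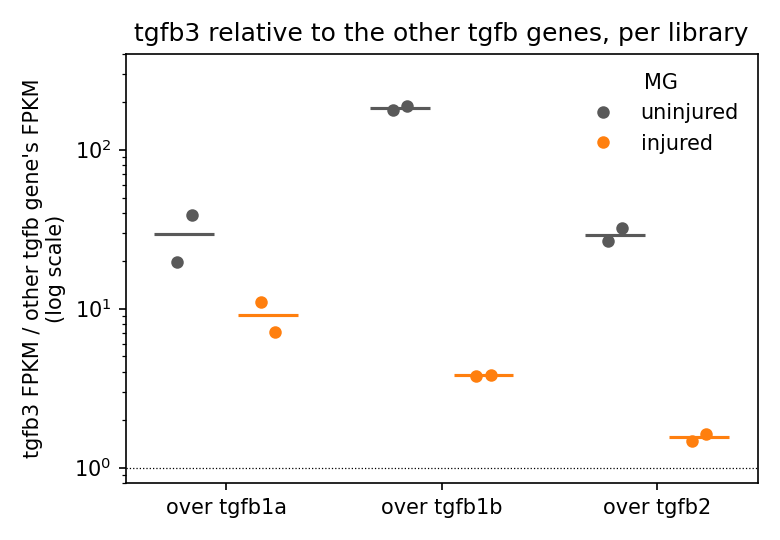
Ratio of the FPKM of tgfb3 to that of each other tgfb gene, on a log scale, in uninjured (grey) and injured (orange) MG. Points are libraries and horizontal lines the means of 2 libraries, and the dotted line marks a ratio of 1. All ratios lie above 1, and those in injured MG lie below those in uninjured MG for each gene.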

Remarkably, Conedera et al., 2020 reported a ~ 2 fold increase in *tgfb3* expression at 1–14 dpi, which is inconsistent with their previous study (Tappeiner et al., 2016), and hard to reconcile with our data.

Using transgenic fish, we found that forced expression of Tgfb3, but not Tgfb1b, suppressed injury-dependent MG proliferation. This result contrasts with Sharma et al., 2020 who reported intravitreal injection of recombinant human Tgfb1 enhanced MG reprogramming and proliferation in the injured. Zebrafish Tgfb1b shares 42% amino acid identity with human TGFb1, and it is not clear if the human ligand will engage zebrafish Tgfb receptors and stimulate pSmad3 expression in the zebrafish retina. Although transgenic approaches used to conditionally express zebrafish ligands are generally preferable to intravitreal injection of human factors, these transgenic approaches do have their limitations since heat shock causes cell stress, and the *hsp70* promoter is induced in all retinal cell types. Our studies suggest that heat shock-induced cell stress had no effect on MG proliferation in wild type and *hsp70:tgfb1b* fish; however, we were unable to achieve conditional, cell-type specific expression of Tgfb3, so it remains possible that some of its actions are indirectly related to its expression in retinal neurons.

One of the more remarkable observations we made during this study is that bothTgfb3 and Tgfb1b can stimulate pSmad3 expression, but only Tgfb3 can drive MG quiescence. This suggested that Tgfb3 must be mediating if effects on MG proliferation via a non-canonical Tgfb signaling pathway. Although the mechanism coupling Tgfb3-dependent activation of Alk5 to MG quiescence remains unknown, our data indicates that it impacts Notch signaling as indicated by increased *tp1:mcherry* transgene and endogenous *hey1* expression.

Experiments designed to rescue MG proliferation in Tgfb3 overexpressing retinas revealed a role for Alk5 and PP2A in regulating MG quiescence. Although it is not surprising that inhibition of Tgfb3’s Alk5 receptor would relieve its effects on MG proliferation, the observation that this phenotype is recapitulated by PP2A inhibition was unexpected. Interestingly, PP2A can be recruited to Alk5 to stimulate G1 arrest (Griswold-Prenner et al., 1998; Petritsch et al., 2000; Wlodarchak and Xing, 2016), and PP2A is a major regulator of cell cycle check points and signaling pathways that impinge on the cell cycle, like Wnt, MAPK, PI3K, and mTor (Wlodarchak and Xing, 2016). Importantly, these PP2A-regulated signaling pathways have been previously shown to contribute to injury-dependent MG proliferation (Ramachandran et al., 2011; Wan et al., 2012; Wan et al., 2014; Zelinka et al., 2016). However, additional studies are needed to determine the mechanism of action of PP2A in regulating MG quiescence and in particular, whether it directly interacts with Alk5.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Danio rerio)*	*1016 tuba1a:GFP*	Fausett and Goldman, 2006		
Strain, strain background (*Danio rerio*)	*gfap:GFP*	Kassen et al., 2007		
Strain, strain background (*Danio rerio)*	*tp1:mCherry*	Parsons et al., 2009		
Strain, strain background (*Danio rerio)*	*zop:nsfb-EGFP*	Montgomery et al., 2010		
Strain, strain background (*Danio rerio)*	*hsp70:ca-Alk5*	Zhou et al., 2011		
Strain, strain background (*Danio rerio)*	*hsp70:tgfb1b*	This paper; Figure 5		*tgfb1b* expressed under the *hsp70* promoter; generated using Tol2-mediated transgenesis -Goldman lab
Strain, strain background (*Danio rerio)*	*hsp70:tgfb3*	This paper; Figure 4		*tgfb3* expressed under the *hsp70* promoter; generated using Tol2-mediated transgenesis – Goldman lab
Sequence-based reagent	*Tgfb3-*MO	Gene Tools, LLC		Lissamine-tagged, *tgfb3*-targeting Morpholino 5’TGCATGGTTAA TATCTGCACACTAT
Sequence-based reagent	*Tgfb1b-*MO	Gene Tools, LLC		Lissamine-tagged, *tgfb1b*-targeting Morpholino 5’AAGGATAGTG CCACTCACTCATTGT
Sequence-based reagent	T7 universal gRNA primer	Sigma-Aldrich		T7 universal gRNA primer 5’-AAAAGCACCGACTCGGTG CCACTTTTTCAAGTTGATAAC GGACTAGCCTTATTTTAACTT GCTATTTCTAGCTCTAAAAC-3’
Sequence-based reagent	*tgfb3* gRNA one primer	Sigma-Aldrich		*tgfb3* gRNA one primer: 5’-TAATACGACTCACTAT AGGGCACCTGACTAGGG CCCAGTTTTAGAGCTAGAA
Sequence-based reagent	*tgfb3* gRNA two primer	Sigma-Aldrich		*tgfb3* gRNA two primer: 5’-TAATACGACTCACTAT AGGCCCTCTACAACAGC ACCAGTTTTAGAGCTAGAA
Sequence-based reagent	PCR primers			See Materials and Methods - Primers and Morpholinos section below
Recombinant DNA reagent	*pCS2+ tgfb3-EGFP*	This paper; Figure 3—figure supplement 1B		Vector for generating RNA that has tgfb3 MO target sequence appended to the 5’ end of the EGFP mRNA coding sequence - Goldman lab.
Recombinant DNA reagent	*pCS2-nCas9n-nanos3’UTR*	Addgene, Plasmid #62542	Plasmid #62542	
Antibody	anti-pSmad3, rabbit monoclonal	Abcam	Cat. # ab52903 RRID:AB_882596	1/200 dilution
Antibody	Zpr-1, mouse monoclonal	Zebrafish International Resource Center	Cat. # zpr-1 RRID:AB_10013803	1/500 dilution
Antibody	Zn-5, mouse monoclonal	Zebrafish International Resource Center	Cat. # zn-5 RRID:AB_10013770	1/1000 dilution
Antibody	anti-HuC/D, rabbit polyclonal	Abcam	Cat. # ab210554 RRID:AB_210554	1/500 dilution
Antibody	anti-PKC_β1_, mouse monoclonal	Santa Cruz Biotechnology	Cat. # SC-8049 RRID:AB_628143	1/200 dilution
Antibody	anti-glutamine synthetase (GS), mouse monoclonal	Sigma-Aldrich	Cat. # MAB302 RRID:AB_2110656	1/500 dilution
Antibody	anti-SOX9, rabbit polyclonal	Millipore Sigma	Cat. # AB5535 RRID:AB_2239761	1/500 dilution
Antibody	anti-BrdU, rat monoclonal	Thermo Fisher	Cat. # MA 182088 RRID:AB_927214	1/500 dilution
Antibody	anti-BrdU, mouse monoclonal	Thermo Fisher	Cat. # B35128 RRID:AB_2536432	Clone MoBu-1 for co-staining with EdU Click-it Chemistry, 1/500 dilution
Chemical compound, drug	SB431542	Fisher Scientific	Cat # 16–141	Tgfb signaling inhibitor
Chemical compound, drug	SB505124	Fisher Scientific	Cat # 32-631-0	Tgfb signaling inhibitor
Chemical compound, drug	RO4929097	Cayman Chemical	Cat # 19996	Notch signaling inhibitor
Chemical compound, drug	okadaic acid	Cell Signaling Technology	Cat # 5934	PP2A inhibitor
Chemical compound, drug	PD169316	Cayman Chemical	Cat # 10006727	P38 MAPK inhibitor
Commercial assay or kit	mMESSAGE mMACHINESP6 Transcription Kit	Invitrogen	Cat # AM1340	mRNA synthesis
Commercial assay or kit	Megascript T7 Transcription Kit	Invitrogen	Cat # AM1334	mRNA synthesis
Commercial assay or kit	In situ cell death, fluorescein	Sigma Aldrich	Cat # 11684795910	TUNEL assay

### Animals, injury models, and cell proliferation assays

Animal studies were approved by the University of Michigan’s Institutional Animal Care and Use Committee. Zebrafish were kept at 26–28°C with a 10/14 hr light/dark cycle. Adult male and female fish from 6 to 12 months of age were used in these studies. *1016 tuba1a:GFP*, *gfap:GFP*, *tp1:mCherry*, *zop:nsfb-EGFP*, and *hsp70:ca-Alk5* fish were previously described (Fausett and Goldman, 2006; Kassen et al., 2007; Montgomery et al., 2010; Parsons et al., 2009; Zhou et al., 2011). We generated *hsp70:tgfb1b* and *hsp70:tgfb3* transgenic fish using standard recombinant DNA techniques using Tol2 vector backbone. Expression constructs were injected into single cell zebrafish embryos as previously described (Fausett and Goldman, 2006). Fish were anesthetized in tricaine and retinas were injured with a needle poke injury (2–4 injuries/retina for analysis of proliferation and protein expression on retinal sections and 8–10 injuries/retina when harvesting total RNA for qPCR), NMDA, or genetically as previously described (Fausett and Goldman, 2006; Montgomery et al., 2010; Powell et al., 2016). To investigate cell proliferation, fish received an IP injection of BrdU or EdU (10 μl of 10 mg/ml stock) as indicated in the text and detected by immunofluorescence or Click-It chemistry as previously described (Wan and Goldman, 2017). Wild-type FVB/N mice were obtained from our breeding colony.

### RNA isolation, PCR, and RNAseq

Total RNA was isolated using Trizol (Invitrogen). cDNA synthesis and PCR reactions were performed as previously described (Fausett et al., 2008; Ramachandran et al., 2010a). Real-time qPCR reactions were carried out in triplicate with ABsolute SYBR Green Fluorescein Master Mix (Thermo Scientific) on an iCycler real-time PCR detection system (BioRad). The ΔΔCt method was used to determine relative expression of mRNAs in control and injured retinas and normalized to either *gapdh* or *gapdh_s_* mRNA levels. Individual comparisons were done using unpaired 2-tailed Student t-test. ANOVA with Fisher's PLSD post hoc analysis was used for multiple parameter comparison. Error bars are standard deviation (SD).

For RNAseq, retinas from *1016 tuba1a:GFP* and *gfap:GFP* fish were dissociated and GFP+ MG were purified using FACS using the University of Michigan’s Cell Sorting Core as previously described (Powell et al., 2013; Ramachandran et al., 2010a). RNA from GFP+ cells was used to generate libraries and DNA was sequenced on an Illumina HiSeq2000 instrument. Sequencing reads were analyzed by the University of Michigan’s Bioinformatics Core. The number of reads for each expressed gene was determined and differentially expressed genes were restricted to those exhibiting at least a 2-fold difference in expression with threshold abundance greater than 5 Fragments Per Kilobase of transcript per Million mapped reads to eliminate very low abundant transcripts whose estimates of fold-change are unreliable. 

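By this rule, applied to the ratio of the group means with the higher mean above 5 FPKM, 2854 of 27152 symbols differed between uninjured and injured MG, 2036 of them higher and 818 lower after injury. When every injured library had to be at least 2-fold from every uninjured one, 2204 symbols passed, and when every library had to be above 5 FPKM, 1350 passed. A limit of 1 FPKM on the higher mean moved the count most, to 4841. The rule as applied here carries no test of replicate error. The paper's wording leaves open that its limits filtered genes already called by a test, and the authors' deposited table also gives q-values. limma on log2(FPKM + 1) called 8203 of 16849 genes at an adjusted p under 0.05, 4997 higher and 3206 lower. With quantile normalization, which moved the split most, it called 3795 higher and 4803 lower. Of the genes limma called, 6098 were also among the 6625 symbols with q under 0.05 in the authors' deposited table, all 6098 in the same direction. Both sets of calls come from the same libraries, so the shared direction is not independent support.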

GEO accession for RNAseq data is GSE145330.

### Generation of *tgfb3* mutant fish

Gene editing was performed as previously described (Hwang et al., 2013; Vejnar et al., 2016). Briefly, CRISPRscan (https://www.crisprscan.org/) was used to identify gRNA target sequences in exon 1 of the *tgfb3* gene. gRNAs were transcribed using PCR products as a templates and the MEGAscript T7 transcription kit (Thermo Fisher Scientific #AM1334). *Cas9-nanos* mRNA was transcribed using NotI-digested *Cas9-nanos pCS2* expression vector and the mMESSAGE mMACHINE SP6 kit (Invitrogen, #AM1340). *Cas9-nanos* mRNA and two gRNAs targeting *tgfb3* exon1 were co-injected into one cell stage zebrafish embryos. Primers for making *tgfb3* mutant fish: T7 universal gRNA primer: 5’-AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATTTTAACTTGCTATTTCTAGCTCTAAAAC-3’; gRNA one primer: 5’-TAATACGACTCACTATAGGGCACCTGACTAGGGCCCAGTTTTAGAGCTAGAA; gRNA two primer: 5’-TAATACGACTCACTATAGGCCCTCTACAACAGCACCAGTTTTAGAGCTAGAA.

### Primers and morpholinos (MO) used in this study

The following PCR primers are 5’ to 3’. *tgfb3*: forward GATTGGAGGGACGGATGA, reverse GTGACAGGGGCAGTGAAC; *tgfb2*: forward CAGCATGAGAGCCACAGAC, reverse CTCCACAGATACGGACAGG; *tgfb1a*: forward GTACAAACACCACAACCCTGG, reverse GGCTTACTTATCAATCCCGAC; *tgfb1b*: forward ACTGGCTCTTGCTCCTAT, reverse AACTGTTCCACCTTATGC; *ascl1a*: forward TTGAGCGTTCGTAAA, reverse GCTGAAGGACTGGATT; *fgf8a*: forward CAGTGTGGATACAAACGCAGG, reverse TAGCAAAACGCAAAGAGGTGA; *lepb*: forward CATTGCTCGAACCACCATCAGC, reverse TCTTTATGCACCGGGGTCTCG; *crlf1a*: forward GGGATTCTGGGATCTAGGAAAGC, reverse TCCTTGAAGAACCTGGTTGCG; *socs3a*: forward CACTAACTTCTCTAAAGCAGGG, reverse GGTCTTGAAGTGGTAAAACG; *il-11b*: forward GCTAACAGTGTCGCCTGACTCC, reverse CTGTAGTTCAGTGAGGGCAGGG; *dll4*: forward GGAAATTTGACGTGCTCCAT, reverse GAGAAAGGTGAGCCAAGCTG; *hbegf*: forward CGATGGATGGCGAGGATGTAGA, reverse GCATTAGGGCAGGACGAAGTTG; *hey1*: forward GTTTGCATTTTCACGCCCCT, reverse CGCCCTCTAGTGCTCACATT; *tgfb3* gRNA mutation forward GGCAAAGGACTGCTGTTTGT, reverse GAGATCCCTGGATCATGTTGA; *tgfb1b* MO mis-splicing forward GCACACCATAGAAGATCCAACA, reverse AGGCATCTGCAACCAGTCTT.

Lissamine-tagged, *tgfb3*-targeting MO: 5’TGCATGGTTAATATCTGCACACTAT; Lissamine-tagged, *tgfb1b*-targeting MO: 5’AAGGATAGTGCCACTCACTCATTGT; Gene Tools standard control MO: 5’ CCTCTTACCTCAGTTACAATTTATA.

### Morpholino (MO) functional assays

For testing *tgfb3*-targeting MO, we generated *pCS2+tgfb3 EGFP* construct that contained *tgfb3* cDNA MO target site upstream and in-frame with the EGFP initiator AUG. Primers for generating *tgfb3* MO targeting sequence are: forward primer (BamHI): 5’-GCAGGATCCGGAGCCGCTTCATTCATCTG-3’ and reverse primer (Nco1): 5’-TCACCATGGTGGACAGAGACAAGCTCATG-3’. The *pCS2+tgfb3 EGFP* plasmid was linearized with Not1 restriction enzyme and capped sense *tgfb3-EGFP* RNA was synthesized using SP6 RNA polymerase using Invitrogen’s mMESSAGE mMACHINE SP6 Transcription Kit (Invitrogen, #AM1340) according to manufactures directions. Following purification, the capped *tgfb3-EGFP* RNA was dissolved in nuclease free water containing 0.2% phenol red and injected with experimental or control MO into single cell zebrafish embryos. Each embryo received approximately 50 pg of RNA and 250 pg of control or experimental MO. For testing splice blocking *tgfb1b*-targeting MO, we injected either control MO (2.4 ng) or *tgfb1b*-targeting MO (0.3 ng and 2.4 ng) into single cell zebrafish embryos. RNA was extracted from embryos at 24–48 hr post injection and assayed for *tgfb1b* mRNA by PCR.

### Heat shock and pharmacological inhibitors

For heat shock, fish were immersed in a water bath at 37°C for 1 hr before returning to system water at 28°C. For extended periods of heat shock, this was repeated every 6 hr. For inhibition of Tgfb signaling we used two different Tgfb receptor 1 (Alk 5) inhibitors, SB431542 and SB505124 (Fisher Scientific) and to inhibit Notch signaling we used RO4929097 (Cayman). PP2A was inhibited with okadaic acid (Cell Signaling Technology) and p38 MAPK was inhibited with PD169316 (Cayman Chemical). Pharmacological reagents were prepared in DMSO as a 10 mM stock and diluted 1/200 in fish water for immersion or PBS for intravitreal injections. Control fish were treated with vehicle.

### Immunofluorescence and *in situ* hybridization

Zebrafish samples were prepared for immunofluorescence as previously described (Fausett and Goldman, 2006; Ramachandran et al., 2010a; Ramachandran et al., 2010a). Primary antibodies used in this study: anti-pSmad3, Abcam Cat. # ab52903 (1/200); Zpr-1 and Zn-5, Zebrafish International Resource Center (1/500 and 1/1000, respectively); anti-HuC/D, Abcam, Cat. #ab210554 (1/500); anti-PKC_β1_, Santa Cruz Biotechnology, Cat. #SC-8049 (1/200); anti-glutamine synthetase (GS), Sigma-Aldrich, Cat. #MAB302 (1/500); anti-SOX9, EMD Millipore, Cat. #AB5535 (1/500); anti-BrdU, Thermo Fisher, Cat. # MA 1–82088 (1/500) and Cat. # B35128 (1/500, clone MoBu-1 for co-staining with EdU Click-It chemistry). Secondary antibodies: Alexa Flour 555 Donkey anti Mouse-IgG (H+L), Thermo Fisher Cat. # A31570 (1:500); Alexa flour 555 Donkey anti Rabbit IgG (H+L), Thermo Fisher, Cat # A31572 (1:500); Alexa flour 555 Donkey anti Sheep IgG (H+L) Thermo Fisher Cat #A21436. Cy3, Jakson Immuno research labs, Cat #712-166-150 (1:500); Alexa Flour 488 donkey anti mouse Thermo Fisher Cat. # A21202 (1:500); Alexa Flour 488 goat anti rabbit Thermo Fisher Cat. # A11008 (1:500); Cy5 goat anti mouse, Thermo Fisher Cat. # A10524 (1:500); and Alexa Flour 647 goat anti rabbit Thermo Fisher Cat # A21244 (1:500). *In situ* hybridization was performed as described previously (Barthel and Raymond, 2000).

### Microscopy, TUNEL, cell quantification, and statistical analysis

BrdU and EdU labelling were used to identify and quantify proliferating cells in retinal sections as previously described (Fausett and Goldman, 2006; Ramachandran et al., 2010a; Wan and Goldman, 2017; Wan et al., 2012; Wan et al., 2014). TUNEL assays were performed on retinal sections using the *in situ* cell death, fluorescein kit (Sigma Aldrich, Cat # 11684795910). Images were captured by a Zeiss Axiophot fluorescence microscope or a Leica DM2500 microscope. Autofluorescence is defined as variable, background fluorescence that can be detected in multiple channels. All experiments were done in triplicate (three trials) with three animals per trial unless otherwise indicated. We routinely quantify the total number of proliferating cells around the injury site in all nuclear layers and also the number of proliferating cells restricted to the INL in order to be sure proliferative changes represent MG proliferation and are not solely due to rod progenitor proliferation. Unless specifically stated, quantification shown in graphs is proliferation in all nuclear layers at the injury site. Quantification of pSmad3 immunofluorescence was restricted to the area surrounding the injury site and represents the field of view. Error bars are standard deviation (SD). ANOVA with Fisher's PLSD *post hoc* analysis was used for multiple parameter comparison; two-tailed Student's *t* test was used for single parameter comparison.

## Data Availability

GEO accession for RNAseq data is GSE145330. The following dataset was generated: GoldmanD2020Injury and apobec2-dependent regulation of zebrafish Muller glial cell gene expressionNCBI Gene Expression OmnibusGSE145330

How the deposited data were processed for this re-analysis (not part of the article)

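The RNAseq data cover GFP+ cells purified by FACS from zebrafish retinas, in 6 libraries, 2 each from uninjured retinas, from injured retinas at 2 dpi and from injured retinas at 2 dpi with a morpholino against apobec2a and apobec2b. The authors deposited FPKM for each gene and library in a single table, which lists each of 30689 gene rows 3 times, once for each pairwise comparison of the groups. The authors' layout and status words are those of Cuffdiff, and the version, the genome build and the annotation are not stated. The authors also deposited the mean FPKM of the uninjured and of the injured group, a fold value of 2 over 0 dpi, a log2 fold change, and a p-value and q-value for each comparison. The mean columns differ from the means of their libraries by at most 0.005 FPKM. The table holds 6 further columns of per-library values, which were not used. Loci are given as the table lists them. Gene names in the table were matched to the RefSeq genes of GRCz12tu for names only, and 14845 of 27152 symbols were found there.

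The columns show the group of each library but no replicate number that matches the sample labels. The index in the column names is the table's own, so no pairing by replicate was used. Rows of one symbol were summed. The depth of a library cannot be read from FPKM, and the 6 further per-library columns were not used for it, so no confidence interval or detection floor is given. Relative depth was sought in the low FPKM values of short RNAs by different methods, which gave different values, and the last was not chosen independently of the 6 columns that were not used, so no relative depth is reported and no result rests on one.

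Groups were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with lmFit and eBayes, Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Only the 4 libraries of the 2 groups compared entered a fit, with genes of at least 1 FPKM in at least 2 of them, and the tgfb genes were kept under any filter. The rule of the paper's methods, at least a 2-fold difference and above 5 FPKM, was applied to group means without a test. Marker gene sets for cell types, listed before the files were opened, were tested with limma's camera at an inter-gene correlation of 0.01, for sets with at least 3 tested genes, with Benjamini-Hochberg adjustment over the sets. Ratios between tgfb genes were taken within each library and averaged. Other steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9.

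The limma steps were tested on simulated data, drawn from the real genes' means and replicate spread for 2 libraries against 2, with 200 genes changed by a known amount. The changed genes were drawn only from those with a mean log2(FPKM + 1) above 2. The recovery therefore does not cover genes with lower levels, such as tgfb1b. With a log2 change of 2, 86.5% of the 200 genes were recovered among 16350 genes tested, with 6 false calls. With a log2 change of 4, 97.5% were recovered among 16323 genes tested, with 10 false calls. With a log2 change of 1, 0 of 200 were recovered among 16339 genes tested, so in a setting with few changed genes a 2-fold change lies below what 2 libraries per group can call.

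Most genes named in the text were fixed by a rule set before the data were examined, and where a gene outside it is named, the text says that it was chosen after its values were seen. The rule takes in the genes the paper names, the Tgfb receptors and Smads, the GFP driver genes and the knockdown targets. For injury it also takes in the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those with an adjusted p under 0.05, a mean above 5 FPKM in at least 1 group and no overlap between the groups' libraries, and for the knockdown the 3 largest in each direction by the same rule. Alternatives were a pseudocount of 0.1, quantile normalization, median of ratios scaling, a trend in the prior variance, all 3 groups in the fit, no filter, a filter above 5 FPKM in a group mean, the row with the highest mean in place of the sum, and leaving out each library. A block for the difference in listed 5S rRNA values between the a and b libraries was added after the data were seen. The alternatives for the marker sets under the knockdown were also added then. The qPCR, in situ hybridization and mouse experiments were not analysed here.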

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

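All tests of explanations in this part were chosen after the results they bear on, or closely related results, had been seen. The marker set tests under the knockdown were also not set beforehand. The results below come from libraries or genes that the paper does not report on.

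The knockdown target apobec2a was listed at 0.39 and 0.38 FPKM in the knockdown libraries, 0.25 and 0.51 FPKM in the injured libraries and 0.15 and 0.41 FPKM in the uninjured ones, so its RNA does not check the labels. Another gene row, APOBEC2 (2 of 2), which was not matched to apobec2b and was chosen after its values were seen, was listed at 16.8 and 15.8 FPKM in the knockdown libraries, 8.60 and 8.19 FPKM in the injured libraries and 1.12 and 0 FPKM in the uninjured ones. It was higher in the libraries labelled as knockdown than in injured MG, with a log2 fold change of 0.88 (adjusted p = 0.0164 from limma, higher in 2 of 2 libraries). A morpholino need not lower the RNA of its target, so neither row checks the labels, and all directions given here for the knockdown refer to the libraries labelled as such. Under the apobec2 knockdown, 1563 of 16680 genes differed from injured MG at an adjusted p under 0.05 in limma, 523 higher and 1040 lower. Among the 35 tested genes listed before the data were examined there were 4, and 5 when adjusted over that list alone. Genes that rose after injury tended to be lower under the knockdown. Across 16317 genes, the injury change in the a libraries and the knockdown change in the b libraries, which share no library, had a Pearson correlation of -0.476 (Spearman -0.435), and the reverse arrangement one of -0.489 (Spearman -0.404). The level of the injured group still enters both changes, with opposite sign. Whatever is particular to that group lowers the correlation, so a negative value can arise without a reversal and is not evidence of one. Genes are not independent replicates, and the injured libraries may share a difference in cell composition, so the correlation describes these libraries. Technical explanations were weighed. A few genes take much of the FPKM. Median of ratios scaling gave 1580 genes, with factors between 0.985 and 1.023. Such factors leave the values almost unchanged, so the near-equal count alone decides little. They do show that the typical gene had a similar scale in the libraries compared. With the 5S rRNA difference between the a and b libraries as a block, 1021 of the 1563 genes were still called. How the depth of the libraries bears on the number of genes called was not tested. Cell composition remains as an explanation, since marker genes of several cell types changed with it.

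tgfb1b RNA was lower under the knockdown, at 1.05 and 1.00 FPKM against 4.36 and 4.84 FPKM in injured MG, a log2 fold change of -1.47 (adjusted p = 0.00573 from limma, lower in 2 of 2 libraries). Its adjusted p over the fits with other settings lay between 0.0014 and 0.0159, with 0.0144 with the 5S rRNA difference as a block. A candidate explanation is RNA of microglia or macrophages among the sorted injured cells. Of the rise in FPKM after injury, tgfb1b kept 14.5% under the knockdown. The 7 microglia or macrophage genes that rose at least 2-fold kept between -1.6% and 9.7%, with a median of 5.7%, 15 cell cycle genes kept between 11.8% and 52.5%, and 2962 other genes at least 2-fold higher after injury kept a median of 59.6%. tgfb1b stood at the 16.5 percentile of the other genes. The shares carry no error, cd74a and cd74b, named after their values were seen, were left out because they had not risen 2-fold, and the comparison was set up after the FPKM of these genes had been seen, so it does not settle the question. An effect of the knockdown is a hypothesis for the lower tgfb1b and cannot be told apart from RNA of other cells. In the same libraries the log2 change of tgfb2 was 0.05 and 0.30 and that of tgfb3 -0.28 and -0.18, between the a and the b libraries.

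Marker genes of microglia or macrophages were higher after injury, with a mean log2 fold change of 2.75 over 9 genes (8 of 9 higher, adjusted p = 0.00134 from limma's camera), and lower under the knockdown, with a mean of -2.86 (9 of 9 lower, adjusted p = 8.25e-10). mpeg1, chosen after its values were seen, was at 2.97 and 1.57 FPKM in uninjured, 40.4 and 47.0 FPKM in injured and 4.06 and 2.46 FPKM in knockdown libraries. The knockdown change stayed past the threshold with the 5S rRNA difference as a block (adjusted p = 1.23e-09) and with quantile normalization (adjusted p = 5.8e-11), with adjusted p values from 5.8e-11 to 1.25e-07 over its alternatives. The labels give no cell counts, so immune cells among the sorted cells, expression of these genes by MG, and a difference in sorting cannot be told apart here. In the same comparison the means of the Müller glia, rod and inner retinal neuron sets were -0.020, 0.096 and 0.027, and none was past the threshold.

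Cell cycle genes rose after injury by a mean log2 fold change of 2.34 (15 of 15 higher, adjusted p = 3.51e-07 from limma's camera) and fell under the knockdown, with a mean of -1.11 (15 of 15 lower, adjusted p = 8.25e-10). Marker genes of the retinal pigment epithelium rose after injury by a mean of 3.02 (4 of 4 higher, adjusted p = 0.00188), and over its alternatives the adjusted p lay between 0.000471, with quantile normalization, and 0.00447. Under the knockdown they fell, with a mean of -0.81 (4 of 4 lower, adjusted p = 0.00762). Rod photoreceptor genes fell after injury, with a mean of -1.42 (11 of 12 lower, adjusted p = 7.96e-06). Cone photoreceptor genes fell under the knockdown, with a mean of -1.03 (8 of 8 lower, adjusted p = 3.13e-05) and had a mean of -0.21 after injury (adjusted p = 0.239). Injury and knockdown effects on the sets were not tested against each other. RNA from other cells in the sorted fraction and a change in MG themselves were not separated for these sets.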

How the results depend on the processing

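The alternatives were set before the data were examined, except the block for the 5S rRNA difference, the leave-one-out means of the marker sets and all alternatives of the marker sets under the knockdown, which were chosen after seeing the data. No paired analysis was possible because the columns carry no replicate number that matches the labels. The block for the 5S rRNA difference sets libraries together by those listed values and not as replicates of one experiment. A replicate block, count-based tests and counts without a gene length correction were planned and not run, since the table has no replicate numbers and the values used are FPKM. For the numbers of genes called by limma, leaving out a library gives no test, so no such number is given.

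The log2 fold changes of tgfb1b, tgfb2 and tgfb3 after injury kept their direction and stayed past the threshold under each alternative fit run, and tgfb1a stayed short of it. The fits with other filters kept these genes whatever their FPKM, so a filter could not remove them. Leaving out a library gave from 1.92 to 2.04 for tgfb1b and from -0.68 to -0.012 for tgfb1a. Keeping the row with the highest mean could not move the tgfb genes, which have a row each. The number of genes changed by injury, 8203, lay between 6390 and 8598 in the other fits, and 7175 of the genes were also called with the 5S rRNA difference as a block. Across 17290 genes, the differences between the a and b libraries of a group had Pearson correlations between groups of 0.138, 0.1 and 0.092, and genes are not independent replicates. Quantile normalization moved the median log2 fold change of all genes from 0.08 to -0.11, a shift of -0.19, and the share of higher calls from 60.9% to 44.1%. For the knockdown it moved that share from 33.5% to 46.4%.

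The number of genes changed by the knockdown, 1563, was 1022 with a pseudocount of 0.1, 2357 with all 3 groups in the fit and 925 without a filter. It was 2131 with a trend in the prior variance and 1131 with the 5S rRNA difference as a block. The remaining fits gave from 1457 to 1587. The cause was not tested. Under the paper's rule, 2854 genes became 1350 when every library had to be above 5 FPKM and 4841 when the higher mean had to be above 1 FPKM, because the abundance limit removes or admits genes directly, and leaving out a library gave from 2851 to 2990. The ratio of tgfb3 over the next highest tgfb gene in uninjured MG was 183.4 when taken over the lowest tgfb gene instead, and from 19.8 to 31.9 with a library left out. In injured MG, the ratio of tgfb3 over tgfb1b was 3.74 with a pseudocount of 0.1 and 3.3 with a pseudocount of 1, against 3.8 without, because a pseudocount weighs more on the lower gene. The 11 expressed PP2A and p38 genes were 10 at a limit of 5 FPKM, and the 4 marker sets past the threshold after injury were 4 under each alternative.

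Small effects changed sign. mapk14b, at 0.02, was at -0.13 with quantile normalization and -0.068 with median of ratios scaling. Leaving out a library gave from -0.16 to 0.20 for mapk14b, from -0.18 to 0.060 for ppp2ca, from -0.60 to 0.037 for ppp2r2bb and from -0.11 to 0.048 for ppp2r2d. Under the knockdown, the mean of the Müller glia markers, at -0.020, was 0.067 with quantile normalization and from -0.040 to 0.001 with a library left out, that of rod markers from -0.039 to 0.23 and that of inner retinal neuron markers from -0.061 to 0.11. None of these was past a threshold. Among the other results, 8 values changed under the remaining alternatives, 5 weaker and 3 stronger. The unknown depth limits genes with low FPKM most, such as tgfb1b in uninjured MG.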

Differences from the paper's values

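The paper's Discussion gives tgfb3 a level at least 80-fold above the other isoforms in quiescent MG, and its text does not say whether this value comes from RNAseq or from qPCR, which Figure 2B shows for uninjured MG relative to tgfb1b. In the deposited FPKM, tgfb3 was 25.9-fold the next highest tgfb gene, as the mean of 19.8 and 31.9 in the 2 uninjured libraries. Keeping the row with the highest mean (25.9) could not move this ratio, since the tgfb genes have a row each. A pseudocount of 0.1 gave 25.0, a pseudocount of 1 gave 19.4 and the ratio of the group means gave 26.5. These and leaving out either library, all set before the data were examined, stayed below the paper's 80. Taking the lowest tgfb gene, tgfb1b, in place of the next highest gave 183.4 and so exceeds it. The uninjured libraries also held RNA of neuronal marker genes, named after their values were seen. The means of rho and gad1b were 8020 and 363 FPKM, against 1238 FPKM for the Müller glia marker glula. RNA of other cells could raise the lower tgfb genes and so reduce the ratio, which was not tested.

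For ppp2ca in injured MG, the paper shows about 76 FPKM in Figure 6—figure supplement 1A, read by eye, against a mean of 46.1 FPKM in the deposited table. ppp2ca has a row of its own, so keeping the row with the highest mean could not change its mean. The same panel shows ppp2ca higher in injured than in uninjured MG, whereas its log2 fold change in the deposited values was -0.06 (adjusted p = 0.722 from limma).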

Other observations

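The tests of explanations in this part were chosen after the results were seen.

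A fall in the share of MG RNA among the sorted cells could lower tgfb3 without a change in MG. Of 8 Müller glia marker genes tested, 1 fell at least as much as tgfb3 (aqp1a.1, log2 fold change -2.13 in limma), 5 were lower and 3 higher. The named markers were chosen after their values were seen. rlbp1a and slc1a2b fell by 2.00 and 1.75 on the log2 scale, whereas gfap rose by 1.49, rlbp1b by 0.81 and glulb by 0.44. Since injury may change each of these genes in MG, the markers do not separate dilution from suppression, and the fall of tgfb3 cannot be told apart from dilution by this test. The paper has other evidence that does not use sorted cells. It reports suppression of tgfb3 at the injury site by in situ hybridization, and its qPCR after injury used total retinal RNA.

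The genes with the largest changes by the rule are short or unnamed RNAs. After injury the largest increases were SNORD65, SNORD24, SNORD101, SNORD79 and dre-mir-21-2 and the largest decreases AC024175.22, dre-let-7b, AL954846.1, BX465836.6 and CT027701.1. Under the knockdown they were dre-let-7b, dre-let-7a-3 and dre-mir-199-3, which were higher, and AC024175.8, SNORD24 and SNORD29, which were lower. All 14 of these genes are listed at 0 in at least 1 library. SNORD24 was listed at 0 in both uninjured libraries, at 325.7 and 221.7 FPKM in the injured ones and at 0 and 0.41 FPKM in the knockdown ones, and dre-let-7b at 140.8 and 411.4, 0 and 3.06, and 293.2 and 102.1 FPKM. AC024175.8 was at 364.5 FPKM in uninjured library a and listed at 0 in uninjured library b. Failed or split estimates of short RNAs may account for such values, and the data do not settle it. Among the fits with other settings, the adjusted p of dre-mir-21-2 lay between 0.00605 and 0.068, that of dre-let-7b under the knockdown between 0.011 and 0.086, that of AC024175.8 between 0.00106 and 0.09 and that of SNORD29 between 0.000555 and 0.0915.

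The reprogramming genes the paper names rose at 2 dpi in the deposited data. ascl1a rose from 0.24 and 1.13 to 22.9 and 27.2 FPKM, lepb from 1.96 and 1.67 to 141.9 and 148.0 FPKM and socs3a from 5.50 and 3.59 to 90.9 and 85.4 FPKM. lin28a was listed at 0 and 0.15 FPKM in uninjured and 4.72 and 13.1 FPKM in injured MG. The Notch target hey1 fell from 23.4 and 23.5 to 1.54 and 1.80 FPKM, dll4 from 6.19 and 5.90 to 1.55 and 1.63 FPKM and fgf8a from 4.95 and 5.09 to 0.38 and 0.68 FPKM. tgif1 rose from 8.96 and 9.12 to 33.8 and 33.7 FPKM, while tgfbi, from 2.53 and 2.90 to 3.64 and 4.59 FPKM, was short of the threshold (adjusted p = 0.0512 from limma), and past it with all 3 groups in the fit (0.0347) and with the 5S rRNA difference as a block (0.0436). Of the 36 tested genes listed before the data were examined, 23 changed after injury, and 25 when adjusted over that list alone.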
